# Intravitreal AAV vector delivery induces integrin-dependent ocular inflammation, complement activation, and antiviral and DNA damage responses

**DOI:** 10.3389/fimmu.2026.1799327

**Published:** 2026-04-22

**Authors:** Helena Costa-Verdera, Deepa Jamwal, Emily Fabyanic, Ariel Hippen, Madeleine Salvatore, Aiping Du, Anna Majowicz, David Markusic, Jon E. Chatterton, Virginia Haurigot, Klaudia Kuranda

**Keywords:** AAV gene therapy, antiviral immunity, DNA damage response, integrins, intravitreal AAV injection, ocular gene transfer, uveitis

## Abstract

**Background:**

Intravitreal delivery of adeno-associated virus (AAV) vectors offers a promising, minimally invasive strategy for retinal gene therapy, but remains limited by dose-dependent intraocular inflammation. Corticosteroid therapy, the current standard for managing gene therapy-associated uveitis (GTAU), can be ineffective or contraindicated, highlighting the need for alternative immunomodulatory approaches and deeper understanding of AAV-induced inflammation.

**Methods:**

Using porcine and mice models, we characterized immune responses triggered by AAV2.7m8 vector.

**Results:**

Consistent with previous data for this serotype, AAV-mediated transgene expression localized predominantly to retinal ganglion cells, although photoreceptor, bipolar, amacrine, horizontal, and glia cells were also transduced. Despite prophylactic methylprednisolone, AAV-treated animals developed GTAU, accompanied by increased MCP-1, IP-10, MIP-1α and IL-6 levels in ocular humors, along with microglial activation and peripheral leukocyte infiltration. Transcriptomic analysis revealed upregulation of antiviral interferon responses across all retinal cell populations, together with complement and DNA damage pathways. Accordingly, functional assays confirmed complement C3a accumulation in ocular humors and presence of γH2AX^+^ DNA damage foci in transduced retinas. Finally, a mechanistic study of intravitreal AAV delivery in mice using integrin-blocking antibodies revealed a role for peripheral leukocytes in mediating ocular inflammation in this species.

**Conclusion:**

Our work identified new markers of ocular inflammation and potential targets to modulate GTAU.

## Introduction

Adeno-associated virus (AAV)-based gene therapy has the potential to achieve higher and more durable transgene expression than non-viral methods, with low immunogenicity and a favorable safety profile (1). Moreover, unlike integrating vectors, AAV genomes remain largely episomal, minimizing the risk of insertional mutagenesis (2). In preclinical models, intra-ocular AAV delivery has shown to induce long-term transgene expression, ranging from months to years (3). Sustained clinical expression after a single administration has been documented in patients with inherited retinal disease (4). For this reason, AAV vectors are particularly well suited for monogenic disorders affecting post-mitotic tissues, especially in inherited retinal dystrophies such as Leber congenital amaurosis and retinitis pigmentosa, where long-term gene expression in non-dividing cells is required (5).

The healthy eye is an immune-privileged site in which inflammation is restrained by the blood–retinal barrier, low MHC expression, and a local immunosuppressive milieu, while resident microglia and perivascular macrophages provide regulated immune surveillance. In uveitis, barrier breakdown enables infiltration of activated T cells, B cells, and monocytes, resident myeloid cells shift to a pro-inflammatory state, and cytokines drive persistent intraocular inflammation and tissue damage (6). AAV vector administration to the subretinal space has been linked to a phenomenon similar to anterior chamber-associated immune deviation (ACAID) (7–9), which promotes immunological tolerance to antigens targeted to the retina, and does not trigger anti-AAV humoral responses (10, 11). On the other hand, intravitreal (IVT) injection is a less invasive but more immunogenic route, associated with dose-dependent intra-ocular inflammation (IOI) that compromises the long-term efficacy of gene transfer (11–13).

AAV vector delivery via intravitreal (IVT) injection is a minimally invasive procedure that offers the potential for broad inner retinal transduction, providing significant transgene expression in the ganglion cell layer (GCL) (10, 14–17), and in particular in retinal ganglion cells (RGCs) (17–20). Accordingly, IVT-administered AAV gene therapies are under development for conditions where: *(i)* RGCs are compromised, such as glaucoma (21, 22) or Leber hereditary optic neuropathy (LHON) (18, 23); (*ii)* secretion of the therapeutic protein into the vitreous humor is required, as in wet age-related macular degeneration (wAMD) (3) or diabetic retinopathy (24); or (*iii)* an alternative to subretinal AAV administration is necessary for individuals with progressive retinal degeneration, including retinitis pigmentosa or Leber congenital amaurosis (23). AAV serotypes used for IVT gene transfer include AAV2 (17–20) and its engineered version, AAV2.7m8, which offers improved retinal penetration (25, 26). Thanks to its efficient transduction, AAV2.7m8 is currently being evaluated in the clinic for the treatment of neovascular AMD (nAMD) (27).

Athough IVT AAV administration is a minimally invasive, office-based procedure in contrast to subretinal delivery, it is linked to dose-dependent intraocular inflammation (IOI) and gene therapy-associated uveitis (GTAU) (28, 29). GTAU poses concerns for the long-term efficacy of gene transfer and is linked to potential loss of retinal cells and subsequent deterioration of visual function due to sustained inflammation. The standard of care for managing GTAU includes local and/or systemic corticosteroid therapy. However, corticosteroids are contraindicated in certain patients due to the risk of elevated intraocular pressure. Additionally, persistent inflammation has been observed in patients receiving high doses of both AAV2 or AAV2.7m8, despite steroid treatment (27, 30). IVT dosing of AAV2.7m8 has also been linked to severe, dose-limiting toxicities and vision loss at the high dose of 6×10^11^ vector genomes (vg)/eye, leading to discontinuation of Adverum’s INFINITY clinical trial for retinal macular edema (31). To overcome the challenges of AAV-induced toxicity and immunogenicity, which can potentially be exacerbated by underlying disease-associated inflammation, it is necessary to understand the mechanisms underlying GTAU and to identify novel alternative immunomodulation targets.

Preclinical investigations utilizing mice have limited utility in predicting severe adverse events, as outcomes from AAV2 IVT injections without immunomodulation predominantly reveal mild to moderate inflammation accompanied by ocular infiltration of CD45^+^ peripheral immune cells, including T cells (30, 32–34). On the other hand, studies in non-human primates (NHPs) have shown that IVT AAV2 administration at the dose of 5×10^11^ vg/eye can induce uveitis in the presence of prophylactic systemic methylprednisolone (30). Given the greater accessibility of pigs compared to NHPs, we aimed at assessing immune responses to IVT AAV-mediated gene transfer in this large preclinical model, employing the clinically relevant serotype AAV2.7m8. The pig eye is extensively used for cornea, lens and retinal research. Additionally, due to the similarity in size and anatomy to the human eye, pigs are useful models for development of surgical procedures and testing of subretinal and intravitreal dosing of therapeutic drugs. Furthermore, the pig immune system is estimated to be 80% similar to human (35). Thus, the pig offers a wide range of established methods for assessing IOI in response to local administration of gene therapy vectors.

Here we show that IVT AAV2.7m8 injection in pigs delivered the vector genome to all retinal layers, with the highest transgene expression in RGCs. Despite prophylactic immunosuppression, we observed secretion of pro-inflammatory cytokines to ocular humors, complement activation, broad formation of DNA-damage foci, accumulation of reactive microglia in transduced retinas, as well as activation of transcriptional antiviral interferon (IFN) responses. Additionally, IVT AAV injections were followed by peripheral CD45^+^ cell infiltration into ocular tissues. To investigate whether these infiltrating cells play an active part in IOI, we performed a study in mice to test whether blocking their entry would affect inflammation. For this purpose, we used dual blockade of integrins with anti-leukocyte function-associated antigen-1 (LFA-1) and anti-very late antigen-4 (VLA-4) neutralizing antibodies. Integrin blockade not only prevented significant ocular infiltration by peripheral leukocytes but also reduced inflammation and increased transgene expression levels. Thus, our work identified specific signaling pathways and cell types as potential targets for novel immunomodulation strategies to improve safety and efficacy of IVT AAV-based gene transfer.

## Materials and methods

### Viral vectors

AAV2.7m8/CAG-GFP and AAV2.7m8/CAG-FIX were produced by standard transient triple transfection (36) in HEK293 adherent culture. Full particles were purified by double CsCl density gradient ultracentrifugation, which is reported to render vector preparations with >90% full capsid (37). Purified AAVs were formulated under sterile conditions in buffer containing 180mM Sodium Chloride, 10mM Sodium Phosphate, 0.001% Pluronic F68, pH 7.3. Vector titer was determined by qPCR as vg per mL using primers directed against the transgene poly-adenylation signal region. The AAV titer was calculated by averaging results from 2 qPCR rounds with three different dilutions tested for each sample in each round. Vector titers were 3.68×10^12^ vg/mL for the AAV2.7m8/CAG-GFP vector, and 8.81×10^12^ vg/mL for the AAV2.7m8/CAG-hFIX vector. For both vectors, endotoxin levels were below 0.100 EU/mL. The purity of vector preparations was evaluated by SDS-PAGE gel identifying distinct VP1, VP2 and VP3 bands.

### Intravitreal AAV injections in pigs

The protocol was approved by the Institutional Animal Care and Use Committee (IACUC # PR-206) of Powered Research, Durham, NC. Female Yucatan minipigs of 3–5 months old were purchased from Premier Biosource and pre-screened for anti-AAV2.7m8 neutralizing antibodies. All animals were housed on a 12:12 h light–dark cycle, and the temperature in housing rooms was 20-25 °C. Animals were fed Laboratory Porcine Grower Diet (PMI 5084, Lab Diet) 1 scoop twice daily, and water was available ad libitum.

Animals received a 50 µL/eye 200 USP/mL intravitreal (IVT) injection of Vitrase in both eyes two weeks prior to AAV injection, to facilitate vector diffusion through the vitreous. All animals were pre-treated with intramuscular methylprednisolone (5 mg/kg) two days prior to AAV dosing, and then weekly for the duration of the study. On day 0, animals received 100 µL/eye bilateral IVT injection of 5x10^11^ vg/eye AAV2.7m8/CAG-GFP (n = 7) or vehicle buffer (n = 5). Aqueous humors (AH) were collected at baseline, days 8, 15 and terminal timepoint. Vitreous humors (VH) were collected at terminal timepoint from eyes not used for immunofluorescence.

All animals underwent *in situ* perfusion at each terminal timepoint prior to collection of ocular tissue samples. N = 1 AAV-injected and n = 1 vehicle control animals were sacrificed on day 15, and all eyes were used for snRNAseq. 3 AAV-injected and 2 vehicle controls were sacrificed on day 28. Due to the detection inflammation, 3 AAV-injected and 2 vehicle controls were sacrificed prematurely on day 24, to avoid the use of corticosteroids that would interfere with the results. Eyes from AAV-injected and vehicle groups were distributed for assays on AH and VH, snRNAseq and immunofluorescence imaging uses. Finally, another cohort received bilateral IVT injections of 5x10^11^ vg/eye of AAV2.7m8/CAG-FIX (n = 3) or vehicle (n = 1) and sacrificed on day 28. One AAV-injected animal received topical corticosteroids on day 8 post-injection due to early detection of inflammation, in order to complete the study. Eyes were used for MACSima imaging and flow cytometry.

For anesthesia during intravitreal AAV dosing in pigs, animals received first a topical mydriatic (1.0% tropicamide HCl). Then buprenorphine (0.01-0.03 mg/kg) and atropine (0.05 mg/kg) were administered intramuscularly. Animals were anesthetized with intramuscular ketamine (10–15 mg/kg) and dexmedetomidine (0.05 – 0.3 mg/kg), with the addition of acepromazine (0.1-0.5 mg/kg) to ease the recovery of the animals. Prior to euthanasia, anesthesia was performed with intramuscular ketamine (10 mg/kg) and dexmedetomidine (0.05 mg/kg) with addition of buprenorphine (0.05 mg/kg). Animals were euthanized with an overdose of 150 mg/kg sodium pentobarbital administered IV, followed by auscultation to ensure death.

### Intravitreal AAV injections in mice

The protocol was approved by the Institutional Animal Care and Use Committee (IACUC # PR-117 A15) of Powered Research, Durham, NC. Female C57Bl/6J mice (8–12 weeks) were purchased from Jackson Laboratories. All animals were housed on a 12:12 h light–dark cycle, and the temperature in housing rooms was 20-25 °C. Animals were fed Lab Diet 5K52. Food and water were available ad libitum. Mice were enrolled into 3 groups. On day 0, group 1 (n = 20) received bilateral IVT injections of vehicle solution in 1 µL injection volume. Groups 2 (n = 19) and 3 (n = 10) received a 1 µL bilateral IVT injection of AAV2.7m8/CAG-GFP at 1x10^9^ vg/eye. Additionally, group 3 animals received intraperitoneal (I.P.) injections of anti-VLA-4/LFA-1 antibodies (both from *In vivo*Mab) at 0.5 mg/mL in 200 µL injection volume, on day 0 and every 3 days until termination on day 28. Color and cobalt blue fundus imaging was performed at baseline and weekly to monitor GFP fluorescence. At the indicated timepoints animals were sacrificed, and left ventricular perfusion was performed using ice-cold heparinized PBS. VH was removed from all eyes and frozen, and fresh ocular globes were collected into cold RPMI/HEPES for flow cytometry processing. For anesthesia during intravitreal AAV dosing in mice, animals received buprenorphine (0.01-0.05 mg/kg) subcutaneously for pain management. At least fifteen minutes prior to anesthetic administration, a cocktail of 1% tropicamide HCl and 2.5% phenylephrine HCl (Tropi-Phen) was applied topically to dilate and proptose the eyes. Animals were sedated immediately prior to the procedure with a ketamine/xylazine cocktail (80-90/10–20 mg/kg) administered intraperitoneally. For euthanasia, animals were tranquilized with a ketamine/xylazine cocktail (80-90/10–20 mg/kg) administered intraperitoneally. Animals were euthanized via exsanguination and death was confirmed by thoracotomy.

### Live ocular examinations and imaging

At baseline and on weeks 1, 2 and 4, AAV/GFP-injected animals underwent color and cobalt blue fundus imaging for GFP visualization. Fundus imaging was performed with the optic nerve head oriented centrally. The Phoenix Micron III microscope was used to visualize GFP fluorescence over time, and quantification of GFP MFI was determined with ImageJ software (version 1.54p). In pig studies, fundus imaging was performed with RetCam^®^ 3 imaging system (Natus). Ocular examinations were performed at baseline to determine enrollment, and at the indicated timepoints to evaluate toxicologic or inflammatory changes, using a slit lamp biomicroscope and indirect ophthalmoscope. The semiquantitative preclinical ocular toxicology scoring (SPOTS) ocular grading system (38) was used for uveitis scoring in pigs. Refer to **Supplementary Tables 1**–**4** for detailed scores. Optical coherence tomography (OCT) with blue autofluorescence (BAF) with enhanced depth imaging was performed using a Spectralis HRA OCT II (Heidelberg Engineering) to evaluate anterior and posterior segment integrity.

### Anti-AAV IgG ELISA

The concentration of anti-AAV2.7m8 IgG in AH and VH was determined by enzyme-linked immunosorbent assay (ELISA). Purified empty AAV2.7m8 capsid was used to coat 96-well MaxiSorp Nunc-immunoplates (VWR, Radnor, PA) at 1x10^9^ vg/well in 50µl per well (2x10^10^ vg/ml) diluted in ELISA coating buffer (Biolegend, #421701). For standard curve, purified IgG (Southern Biotech, Swine IgG-UNLB # 0137-01) was serially diluted in coating buffer and plated in 50µl per well. Plates were incubated overnight at 4°C. Next, plates were washed 3 times with 200µl PBS-tween 0.05%, and plates were blocked for 2h at room temperature with 200µl PBS-Tween 0.05% - BSA 2%. After blocking, AH and VH were diluted 1:100 or 1:500, and 50µl of each dilution were added per well to wells coated with AAV. Diluent buffer was added to wells coated with IgG, in duplicates. Plates were incubated for 1h at 37°C. Plates were again washed as previously and 50µl of Goat Anti-Porcine IgG(H+L)-HRP (Southern Biotech, #6050-05) were added to all wells. After 1h incubation at 37°C, plates were washed, and revelation was performed by short incubation with 100ul TMB substrate (Abcam, #ab210902) followed by 100µl of stop solution (Abcam, ab171529). Absorbance was measured at 450nm with Promega™ GloMax Plate Reader.

### Analysis of complement C3a and cytokines in ocular humors

Cleaved C3a levels in AH and VH ocular humors were assessed with the Pig Complement Component 3a (C3a) ELISA Kit (BIOMATIK, #EKU03389) following the kit instructions. AH and VH samples were diluted 1:100 in diluent for C3a detection prior to addition to pre-coated wells. Absorbance was measured at 450nm with Promega™ GloMax Plate Reader. The concentration of cytokines MCP-1 (CCL2), IP-10 (CXCL10), interleukin 6 (IL-6) and MIP-1α in ocular humors was assessed by MSD custom U-plex (Mesoscale Discovery, MSD, #K15235N-2). Biotinylated antibodies against all four porcine analytes were coated into the same well according to the manufacturer’s instructions. Standards, capture and detection antibodies were purchased from King Fisher Biotech (**Supplementary Table 6**). Primary antibodies used for detection were labelled with MSD gold sulfo-tag NHS-Ester Conjugation kit (Mesoscale discovery, MSD, #R31AA) prior to use. Samples were diluted 1:2 in 25µl per well in 96-well plates and incubated overnight at 4°C prior to detection. Plates were read with MESO SECTOR S 600 instrument (MSD). Results were analyzed with MSD discovery workbench (MSD).

### Immunofluorescence microscopy

After fixation with 4% PFA, frozen whole eyes were bisected as temple and nasal sides, vitreous was removed and globes were embedded in OCT freezing medium. Fixed ocular globes were sectioned at 7µM, and slides were loaded onto the MACSima Imaging System four-well cassette (Miltenyi Biotech). Slides were subsequently stained with DAPI for 10 min and washed thrice with MACSima running buffer (Miltenyi Biotech). Tissues were then stained and imaged in a cyclical manner through rounds of staining with fluorescently labelled primary antibodies and subsequent bleaching in the MACSima instrument. MACSima images were analyzed with MACS^®^ iQ View Analysis Software (Miltenyi Biotech). Refer to **Supplementary Table 6** for details on primary antibodies, all used at 1:50 dilution.

RNAscope was performed on ocular cryosections prepared as before. RNAscope^®^ *in situ* hybridization was performed using the RNAscope^®^ LS Multiplex Fluorescent Reagent Kit (Advanced Cell Diagnostics, ADC, #322800) on the Leica BOND RX automated stainer, according to the ACD’s protocol. Tissue sections were post-fixed in 10% neutral buffered formalin (NBF) for 30 minutes prior to processing. Target-specific probes for CAG-promoter-O4-sense-C1 (ACD, #1280358-C1) were used to detect vector DNA. Following hybridization, signal amplification was performed using the standard AMP1–AMP3 steps included in the kit. Fluorescent detection was carried out using Opal 570 for CAG (Akoya Biosciences), applied per ACD’s recommended protocol for multiplex detection. DAPI was used as a nuclear counterstain. Images were acquired with Zeiss Axioscan Z7 (Zen v8.8) and viewed with HALO Link software v4.05.

### Flow cytometry

After removing optic nerve, cornea and lens, freshly isolated whole ocular globes were dissociated using the Miltenyi Biotec Neural Tissue Dissociation Kit – Postnatal Neurons (Miltenyi, #130-094-802). First, globes were transferred to a petri dish with RPMI with 2% Fetal bovine serum (FBS) placed on ice. Optic nerve, cornea, and lens were removed, followed by one PBS wash. PBS was discarded, and enzyme mix 1 was added. Dissected ocular globes were then minced into small pieces in the solution, and all the material was transferred to a new Falcon tube to proceed to incubation steps and addition of enzyme mixes as indicated in the protocol. Finally, tissue homogenates were applied to a MACS^®^ SmartStrainer (70 μm) placed on a 50 mL tube, and 10mL of RPMI media supplemented with 2% FBS were added immediately. A syringe plunger was used to further dissociate the tissue. Additional cold RPMI + 2% FBS was used to wash the filter, and single cells were pelleted by centrifuging tubes at 400×g for 15 minutes. The supernatant was removed carefully, and cells were gently resuspended in cold RPMI with 2% FBS using a 1 mL pipette. Cells were then counted and immediately processed for staining and flow cytometry.

Cells were transferred to a V-bottom 96-well plate with lid, pelleted and resuspended in PBS 0.5% BSA containing porcine Fc block (Thermo Fisher, #14-9161-73). After 15min incubation on ice, surface staining was performed with primary antibodies listed in **Supplementary Table 6**. After 30 min incubation on ice, cells were washed and incubated for 15min with Zombie Aqua™ Fixable Viability Kit (Biolegend, #423101). Finally, cells were washed and resuspended in sterile PBS. Cells were acquired on a Cytoflex flow cytometer (Beckman Coulter). Data analysis was performed using Flowjo software v10.9 (Tree star, Ashland, OR, United States).

### Single-nucleus RNAseq

#### Nuclei isolation and sequencing

Two eyes per condition, vehicle Week 2 and week 4, and AAV2.7m8/CAG-GFP week 2 and week 4, were processed individually for nuclei extraction and sequencing. After recovering terminal AH and VH samples, whole globes were flash frozen via liquid nitrogen submersion. Following freezing, retinas were dissected out and frozen. Nuclei were isolated from frozen tissue using the 10x Genomics Nuclei Isolation Kit with RNase Inhibitor (10x Genomics) with minor modifications. First, flash-frozen tissue was transferred to ice-cold lysis buffer (from the Nuclei Isolation Kit) in a 1mL glass tissue homogenizer (Wheaton). After douncing, the tissue lysate was resuspended and left to incubate for 10min on ice. Additional steps followed the manufacturer’s instructions. During the first wash (after debris removal), the nuclear suspension was incubated with rotation for 20min at 4°C with DAPI staining solution (Abcam) at a final concentration of 5µM. Following a spin and final resuspension, nuclei were purified by fluorescence-activated nuclear sorting (Sony Cell Sorter) based on DAPI-fluorescence and collected in Wash and Resuspension Buffer (PBS, 0.5% BSA, and 0.2U/µl RNase Inhibitor - prepared according to kit instructions). Sorted nuclei event count and final volume was used to inform sample loading volume, and the nuclei were immediately loaded onto 10x Chromium GEM-X Single Cell 3’ Chip Kit v4, at ~20k nuclei per sample (this loading concentration was optimized based on sorter nuclear count and 10x nuclear recovery). Four lanes per sample were loaded to maximize cell recovery. Libraries were generated following the manufacturer’s protocol and were sequenced using the Illumina NextSeq 2000.

#### Data processing and graph-based clustering

The snRNAseq data was aligned to a custom reference containing both the pig genome (Sscrofa11.1, release 113) and the EGFP transgene. Gene expression counts were quantified using Cellranger version 8.0.0, from the Chromium Single Cell Software Suite by 10x Genomics. The resulting expression matrix was imported into R and analyzed with Seurat version 5.1.0. Cell filtering was performed using miQC (via the SeuratWrappers package version 0.3.1) to remove droplets with high mitochondrial contamination, suggestive of incomplete nuclear fractionation. Single-nucleus datasets from different samples were integrated using SCTransform version 0.4.2 to remove batch effects. The data was visualized using Uniform Manifold Approximation and Projection (UMAP) on the first 30 principal components. Cell clustering was performed using the Louvain algorithm with a resolution r=0.03 via the FindClusters function in Seurat. Differential expression analysis using the FindAllMarkers function in Seurat identified marker genes for each cluster. Each cell cluster was then manually annotated and assigned to a cell type based on known ocular marker genes.

Cells were then stratified based on cell type and time post-injection the sample was taken. Differential expression analysis was performed for each cell type and timepoint, comparing gene expression in cells of the given type from pigs that had been injected with transgene-containing AAV2.7m8/CAG-GFP vs. vehicle. To identify patterns in the differentially expressed genes, Gene Set Enrichment Analysis (GSEA) was performed with Hallmark genes from the Molecular Signatures Database (MSigDB) as the gene sets. This was done using the R package fgsea version 1.28.0, which uses a permutation-based approach and compares the enrichment scores to a null distribution of shuffled genes to test for significance.

### Statistical analysis

Data are reported as mean or mean ± SD as reported in the figure legends. GraphPad Prism 10 (GraphPad Software) was used for statistical analyses. P < 0.05 was considered significant. For multiple comparisons, statistical significance was determined by one-way ANOVA with Tukey’s *post-hoc* correction. For two group comparisons, statistical significance was determined by Mann-Whitney t-test or Welch’s t-test as indicated in the figure legend. For all figures, *p <0.05, **p <0.01, ***p <0.001, ***p <0.0001.

## Results

### Preliminary assessment of IVT gene transfer in pigs shows early inflammation post-AAV injection

To verify the induction of GTAU upon IVT AAV2.7m8 injection in pigs, we first conducted a small, 28-day study in female Yucatan minipigs (3–5 months old). Animals, pre-selected for the lack of AAV2.7m8 neutralizing antibodies, received bilateral IVT injections of AAV2.7m8 (n = 3, 5×10^11^ vg/eye) encoding human coagulation factor IX (hFIX), used here as a model transgene, or vehicle (n = 2). All animals received systemic prophylactic methylprednisolone (5 mg/kg, maximum tolerated dose in this species), 2 days prior to AAV injection and weekly thereafter (**Figure 1A**).

**Figure 1:**
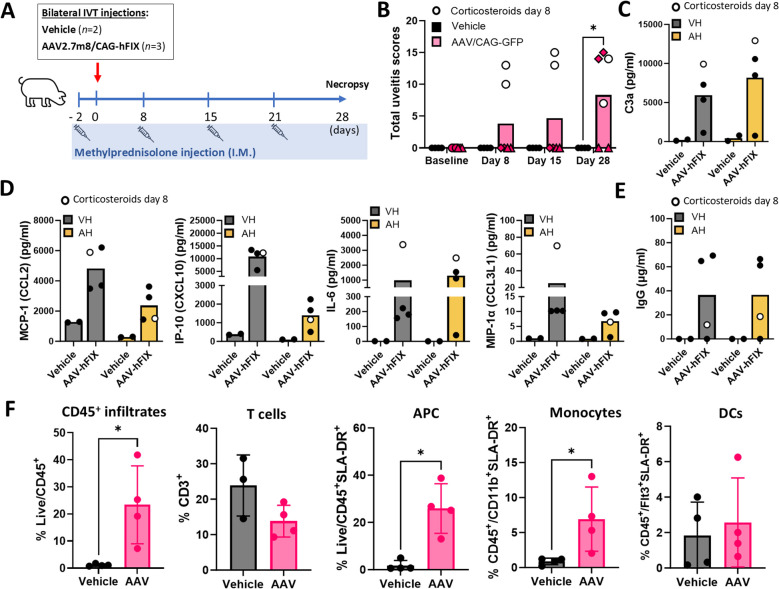
Preliminary assessment of intravitreal gene transfer in the pig shows early inflammation post-AAV injection. **(A)** Animals received intravitreal (IVT) injections of AAV2.7m8/CAG-hFIX (n = 3) at 5x1011 vg/eye or vehicle (n = 2) on day 0. Prophylactic methylprednisolone was administered intramuscularly (I.M.) from day -2 and weekly thereafter. Animals were sacrificed on day 28. **(B)** Total uveitis scores in AAV2.7m8/CAG-hFIX-injected eyes (n = 6) overtime, compared to vehicle control eyes (n = 4) at terminal timepoint. Bars represent mean uveitis score. Symbols show individual scores in each eye. Different symbols represent pairs of eyes belonging to the same animal. Open circles identify eyes from the animal that received corticosteroids on Day 8. Statistical significance was determined by two-way ANOVA with Bonferroni correction. *P = 0.0367. Analysis of **(C)** complement C3a, **(D)** cytokines and chemokines MCP-1, IP-10, IL-6 and MIP-1α and **(E)** anti-AAV2.7m8 IgG in aqueous (AH) and vitreous (VH) humors at terminal timepoint. For C-E, data are represented as mean between 2 vehicle- and 4 AAV-injected eyes. **(F)** Flow cytometry analysis of the frequencies of CD45+ cells, T cells, antigen presenting cells (APC), monocytes and dendritic cells (DCs) in total ocular homogenates. Data are shown as mean ± SD between 4 vehicle- and 4 AAV-injected eyes. Statistical significance was determined by Mann-Whitney t-test. In all cases, *p = 0.0286.

We evaluated inflammation through ocular examinations and semi-quantitative uveitis scoring used in veterinary medicine (38). Despite the use of systemic steroids, one AAV-injected animal developed uveitis in both eyes one week post-AAV delivery and was administered topical corticosteroids once on day 8 post-injection. In this animal, uveitis scores continued to increase in both eyes over the 4-week period, despite the addition of topical steroids (**Figure 1B**). Of the other 2 animals, one did not develop uveitis in either eye during the follow up, and the other exhibited clinically apparent uveitis in both eyes (**Figure 1B**).

Additionally, we collected aqueous humor (AH) and vitreous humor (VH) samples at the terminal 4-week timepoint and assessed levels of secreted pro-inflammatory factors in 2 out of 4 vehicle-injected and 4 out of 6 AAV-injected eyes; 1 eye with a uveitis score of 0, and 3 eyes with uveitis scores of 14-15 (2 of 3 eyes from the same animal). Our analysis demonstrated activation of the complement pathway, which is known to be induced by systemic AAV gene transfer (39), as evidenced by elevated C3a levels relative to the vehicle-injected group (**Figure 1C**). The levels of MCP-1, IP-10, IL-6 and MIP-1α were also robustly elevated in porcine ocular humors (**Figure 1D**). In general, complement and cytokine/chemokine elevations were more pronounced in vitreous samples, and were apparent even in the animal that received additional topical steroids. As expected from previous reports (11), most animals developed anti-AAV2.7m8 IgG antibodies, which were detectable in both VH and AH samples independent of the uveitis scores (**Figure 1E**). Finally, flow cytometry analysis showed ocular infiltration of peripheral CD45^+^ cells including antigen presenting cells and monocytes (**Figure 1F**). Altogether, this preliminary study helped establish a dose of AAV2.7m8 capable of inducing GTAU in pigs and identify markers of inflammation to support further investigation of IVT AAV-induced IOI in this species.

### IVT AAV delivery transduced multiple cell types in pig retina with the highest transgene expression in GCL

To explore the underlying mechanisms of GTAU further in a follow-up study, we dosed pigs bilaterally with an AAV2.7m8 vector encoding GFP, which enabled periodic in-life detection of transgene expression in transduced cells. Animals received IVT injections of AAV2.7m8/CAG-GFP (5×10^11^ vg/eye, n = 7) or vehicle (n = 5), together with weekly systemic methylprednisolone (**Figure 2A**). In-live fundus and optical coherence tomography (OCT) imaging with blue autofluorescence (BAF) detected GFP signal beginning 2 weeks post-AAV injection and increasing up to termination at week 4 (**Figure 2B**). As expected for IVT delivery, fluorescence microscopy of retina sections prepared at week 4 showed the strongest GFP fluorescence in the GCL of the inner retina, colocalized with the RGC marker Brn3a (70.65% ± 7.78 of Brn3a^+^ cells were GFP ^+^) (**Supplementary Figures 1A, B**). Of note, quantification of the percentage of Brn3a^+^ cells revealed similar RGC numbers in vehicle- and AAV-injected retinas (**Supplementary Figure 1C**), suggesting no major loss of RGCs despite the high transgene expression in this cell type.

**Figure 2:**
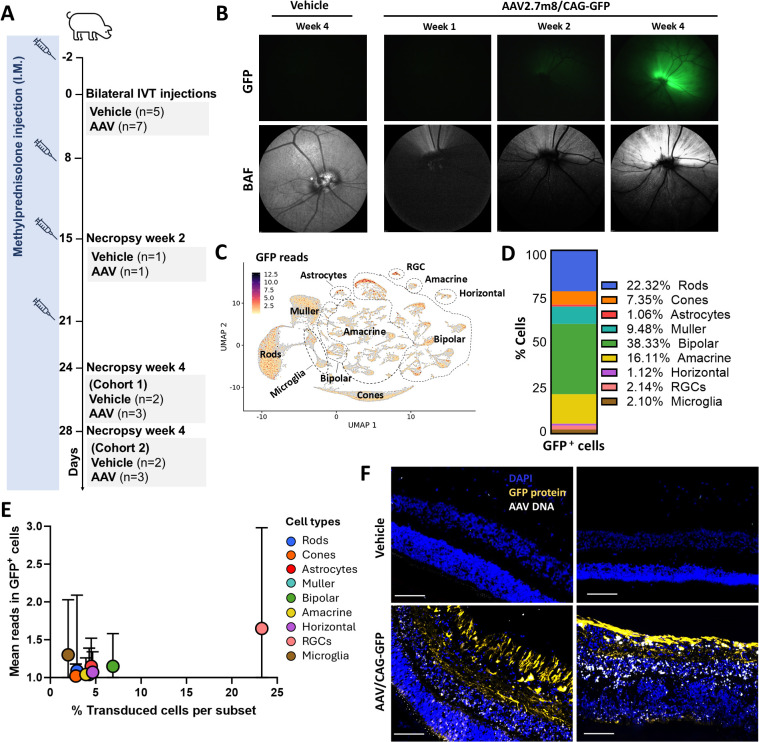
Intravitreally dosed AAV2.7m8 distributed across the pig retina and induced the highest transgene expression in GCL. **(A)** Animals received bilateral intravitreal (IVT) injections of AAV2.7m8/CAG-GFP (n = 7) at 5x1011 vg/eye or vehicle (n = 5) on day 0. Prophylactic methylprednisolone was administered intramuscularly (I.M.) from day -2 and weekly thereafter. Animals were sacrificed on days 15 (week 2), 24 (week 4 cohort 1) or 28 (week 4 cohort 2) as indicated. **(B)** Representative fundus images of GFP fluorescence (top) and confocal scanning laser ophthalmoscopy with blue autofluorescence (BAF) (bottom) in vehicle- and AAV-injected eyes at different timepoints post-injection. **(C)** UMAP of GFP mRNA distribution. **(D)** Stacked barplot showing the cell type frequencies among GFP+ nuclei. **(E)** Quantification of the percentage of GFP mRNA+ cells and mean GFP reads per cell population in AAV-injected retinas on week 4 presented as mean ± SD per cell population. **(F)** Representative IF images of GFP protein expression (yellow) and AAV vector genomes by RNAscope using probes against the CAG promoter (white), in retina sections from two different vehicle- and AAV-injected animals, 4 weeks post-injection. Sale bar 100μM.

Next, we performed single-nucleus RNA sequencing (snRNAseq) analysis to assess the distribution of transgene expression among retinal cell subsets, with higher specificity compared to GFP fluorescence measurement. To this end, nuclei from dissected retinas were obtained from vehicle- or AAV-injected animals, 2 or 4 weeks post-AAV injection (n = 2 per condition). 

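The snRNAseq data comprised 8 retinas from 6 pigs. At week 2, both eyes of 1 AAV-injected animal (7221) and both eyes of 1 vehicle-injected animal (7222) were sequenced, so that each group held 1 animal and the week 2 groups alone give no spread between animals. At week 4, the left eyes of 2 AAV-injected animals (7248 and 7249) and of 2 vehicle-injected animals (7250 and 7251) were sequenced, and the smallest p-value that an exact permutation test of 2 against 2 animals allows is 0.333. Nuclei were isolated from frozen retinas and captured in droplets, and each transcript was counted once through its unique molecular identifier (UMI). The authors counted UMIs per gene and nucleus with Cell Ranger against the pig genome Sscrofa11.1 with the EGFP transgene added, and deposited the counts without normalization for 4 lanes per retina, which were joined here. Total UMIs were 141270145 and 172452743 in the left and right eye of animal 7221, 173614051 and 169264446 in the left and right eye of animal 7222, 160693746 in animal 7248, 163192793 in animal 7249, 129653638 in animal 7250 and 121544835 in animal 7251. The vehicle retinas of week 4 were thus the shallowest, with a median of 125599236.5 UMIs against 161943269.5 in the AAV-injected retinas of the same week.
The files held 388491 barcodes. A mixture model of the mitochondrial share and the number of genes per nucleus, after the miQC method that the paper used, kept 350539 nuclei, of which 77431 and 95291 came from AAV-injected retinas at weeks 2 and 4 and 92939 and 84878 from vehicle-injected retinas. Between 6.95% and 12.9% of the barcodes of a retina were removed. The median UMIs per barcode lay between 1994 and 3128 per retina. No doublets were removed, since the methods name no such step. Counts were log-normalized and reduced to 30 principal components of 2000 variable genes, and nuclei were clustered with the Leiden algorithm, leaving out EGFP, the mitochondrial genes and the list of interferon-stimulated genes so that the response would not define the clusters. Clusters were named from fixed marker genes as rod-like, cone-like and so on, and these classes are given below by the cell type alone. The paper used SCTransform and Louvain clustering, so a nucleus need not carry the same name in both. For tests between animals, counts were summed per retina and cell type and compared with edgeR's quasi-likelihood test, because nuclei of one retina are not replicates. The sample labels give each of the 4 groups a batch of its own, without saying of which step, so batch and treatment cannot be told apart.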

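Of the 60 clusters, 43 were named. They comprised 3 clusters of rods, 3 of cones, 12 of bipolar cells, 18 of amacrine cells, 2 of Müller cells and 1 each of horizontal cells, RGCs, astrocytes, microglia and lymphocytes. Pooled over the 8 retinas, rods made up 32.3% of the nuclei, amacrine cells 16.0%, bipolar cells 13.6%, cones 11.5% and Müller cells 9.03%. The smaller classes were horizontal cells with 0.965%, astrocytes with 0.80%, microglia with 0.773% and RGCs with 0.417% of all nuclei. Lymphocytes, which the paper does not list among its subsets, made up 0.937%, and 13.7% of the nuclei lay in clusters that stayed unnamed. Of the 299132 nuclei in the 9 classes other than lymphocytes, rods made up 37.9%, amacrine cells 18.7%, bipolar cells 15.9%, cones 13.5%, Müller cells 10.6%, horizontal cells 1.13%, astrocytes 0.938%, microglia 0.905% and RGCs 0.489%. At week 4 the share of rods was 49.4% ± 7.42 (SD, n = 2 animals) in AAV-injected and 24.4% ± 8.88 in vehicle-injected retinas, and that of Müller cells 2.83% ± 1.84 and 11.4% ± 1.35. In neither class did the groups overlap, which gives the smallest p-value the design allows (exact permutation test, two-sided, p = 0.333). The share of RGCs was 0.349% ± 0.00814 and 0.399% ± 0.0755 (exact permutation test, p = 0.667). Some clusters were led by genes of the response rather than of a cell type. A Müller cluster was led by HERC5, CP, MX2, ADAMTS1, PARP14 and CDKN1A, and a rod cluster led by A2M, PTX3 and IFI44 took 97.8% of its nuclei from AAV-injected retinas at week 4. Leaving out nuclei under 1000 UMIs, an alternative chosen after the data were seen, moved the shares most. Under it the mean share of lymphocytes in AAV-injected retinas at week 4 went from 3.42% to 1.88%.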

Based on the expression of 48 phenotypic markers (**Supplementary Figure 2A**), we identified subsets of cones, rods, astrocytes, RGCs, microglia, bipolar, amacrine, and horizontal cells (**Supplementary Figures 2B, C**). 

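EGFP was counted as a gene of its own, and a nucleus with at least 1 EGFP UMI was taken as GFP-positive. The vehicle retinas carry no vector and gave the background, with EGFP UMIs in 2 of 177817 nuclei. In the AAV-injected retinas, GFP-positive nuclei made up 7.78% and 14.7% of all nuclei in the left and right eye of animal 7221 at week 2, and 6.02% and 6.25% in animals 7248 and 7249 at week 4. At week 4, horizontal cells were GFP-positive in 15.0% ± 4.57 of nuclei (SD, n = 2 animals), bipolar cells in 10.8% ± 2.15, astrocytes in 9.89% ± 4.68, amacrine cells in 8.01% ± 0.822, Müller cells in 7.06% ± 1.12, rods in 4.53% ± 0.169, cones in 4.41% ± 0.545 and microglia in 2.86% ± 0.0894. These shares depend on depth, since median UMIs per nucleus ran from 1884 in rods to 10231.5 in astrocytes of these retinas. They also include free RNA in the droplets. Lymphocytes, which were found almost only at week 4 and were used to gauge it as cells that should lack the transgene, held EGFP in 2.60% ± 0.232 of nuclei at median depths of 995.5 and 1102.5 UMIs. With every nucleus thinned to 1000 UMIs, the share was 2.19% ± 0.328 in lymphocytes and 3.58% ± 0.545 in bipolar cells. Rods stood at 2.16% ± 0.354, amacrine cells at 1.89%, horizontal cells at 1.79% ± 0.686, Müller cells at 1.71% ± 0.634, cones at 1.3%, microglia at 1.04% and astrocytes at 1.02%, all at or below the share in lymphocytes. Thinning removes most UMIs of deep nuclei and few of lymphocytes, while free RNA need not grow with the depth of a nucleus, so the thinned shares do not show whether EGFP in these 7 classes exceeded free RNA. Before thinning, the exact 95% binomial interval in lymphocytes was 2.04 to 3.64% in animal 7248 and 1.72 to 3.34% in animal 7249. Those of rods, bipolar, amacrine, horizontal and Müller cells lay above it in both animals, that of cones in animal 7249 only, that of astrocytes in animal 7248 only and that of microglia in neither. Thinning left out 3000 nuclei of the AAV-injected retinas at week 4, or 3.15%, with 46.8% of the lymphocytes among them. It left out 3376 nuclei of the AAV-injected retinas at week 2 and 2706 and 5646 of the vehicle retinas at weeks 2 and 4. Requiring at least 2 EGFP UMIs moved the shares of rods, cones, Müller cells and microglia most, to 0.447% in rods, and thinning to 500 UMIs those of the other classes, to 1.88% in bipolar cells.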

As expected for the AAV2.7m8 capsid and the ubiquitous CAG promoter, GFP transcripts could be detected at various levels in all identified cell populations (**Figures 2C–E**). 

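A total of 14699 nuclei of the 4 AAV-injected retinas held at least 1 EGFP UMI, of which 12309 belonged to the 9 classes. Each animal was given equal weight, because the retinas differed in how many nuclei of each class they yielded. Averaged over the 3 AAV-injected animals, rods made up 32.3% ± 17.4 (SD) of these nuclei, bipolar cells 25.6% ± 5.99 and amacrine cells 19.7% ± 6.03. Cones made up 7.87% ± 0.393, Müller cells 6.72% ± 5.15, RGCs 3.40% ± 0.430, horizontal cells 2.13% ± 0.818, astrocytes 1.35% ± 0.874 and microglia 0.903% ± 0.698. The order of the leading classes differed between the retinas. Bipolar cells made up 30.5% and 33.2% in the left and right eye of the week 2 animal, where rods made up 10.2% and 14.6%. At week 4 rods led with 40.2% and 44.4% in animals 7248 and 7249, against 19.9% and 25.2% for bipolar cells. Pooled over all nuclei, bipolar cells made up 28.4%, rods 25.1% and amacrine cells 22.0%. Requiring at least 2 EGFP UMIs moved the makeup most, raising RGCs to 11.9% and bipolar cells to 40.8%.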

Analysis of GFP^+^ nuclei demonstrated that the major cell populations containing at least 1 transcript per cell corresponded to bipolar (38.3% of GFP^+^ nuclei), rods (22.3%) and amacrine cells (16.1%) (**Figures 2C, D**), correlating well with the relative abundance of these cells in the retina. On the other hand, analysis of cell transduction within each cell population identified the highest percentage of GFP mRNA^+^ cells and GFP reads per cell in RGCs (**Figure 2E**), consistent with the high detection of GFP fluorescence in this cell type. 

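RGCs were GFP-positive in 80 of 172 nuclei in animal 7248 (46.5%, exact 95% binomial interval 38.9 to 54.3%) and in 78 of 161 nuclei in animal 7249 (48.5%, interval 40.5 to 56.4%) at week 4, a mean of 47.5% ± 1.37 (SD, n = 2 animals). Neither interval reached the share of any other class in the same retina. RGCs were also the deepest class, with median UMIs of 17514 and 19672 per nucleus. Thinned to 1000 UMIs, 8.96% ± 2.13 of RGCs stayed GFP-positive, which remained the highest share. RGCs carried 2.91 and 2.30 EGFP UMIs per nucleus in the 2 retinas, against means over the retinas of 0.210 in horizontal cells, 0.182 in astrocytes, 0.162 in bipolar cells, 0.0977 in amacrine cells, 0.0869 in Müller cells, 0.0501 in rods, 0.0475 in cones and 0.0343 in microglia. EGFP stood at 149 and 115 CPM, its UMIs relative to all UMIs of the class, in RGCs and at 39.6 and 47.7 CPM in bipolar cells. In RGCs EGFP had no UMI in the vehicle retinas of week 4 and was at least 277-fold higher in the AAV-injected ones, taking a floor of 3 counts over both vehicle retinas. At week 2, 59.3% and 75.5% of RGCs were GFP-positive in the left and right eye of the AAV-injected animal (exact intervals 52.2 to 66.1% and 68.0 to 81.9%), so the eyes of this animal differed beyond counting error.

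**Figure D1:**
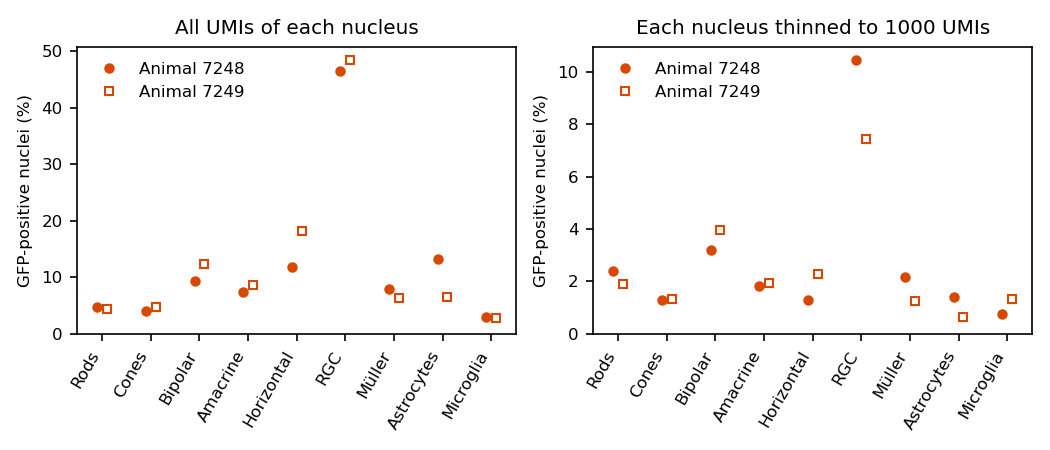
Percentage of nuclei with at least 1 EGFP UMI per cell type in the AAV-injected retinas of animals 7248 and 7249 at week 4, as deposited and with each nucleus thinned to 1000 UMIs. RGCs stand highest in both retinas, at 46.5% and 48.5% before thinning and at a mean of 8.96% after it.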

Finally, we performed RNAscope with probes against the CAG promoter to study AAV vector genome distribution throughout the retina (**Figure 2F**). RNAscope confirmed that AAV2.7m8 genomes were distributed across all analyzed retinal layers.

In summary, the observed pattern of transgene expression in the porcine retina aligns with findings in other preclinical models of IVT AAV2.7m8 gene transfer.

### Intravitreally dosed AAV2.7m8 activates robust antiviral and DNA damage responses in porcine retinas

Next, we evaluated the signaling pathways activated by IVT AAV injection as prospective targets for inflammation prevention. We conducted Gene Set Enrichment Analysis (GSEA) on the snRNAseq dataset at 2 and 4 weeks post-AAV injection, using bulk cell populations comprising both GFP^+^ and GFP^-^ cells. 

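Because the Hallmark gene sets were not used here, 6 lists of genes were fixed from general knowledge: 52 interferon-stimulated genes, 25 genes of complement, 28 p53 targets, 25 genes of apoptosis, 28 genes of TNF and NF-kB signaling and 29 genes of IL-6, JAK and STAT3 signaling. At week 4 each list was tested in each cell type with limma's camera test on the 2 AAV-injected against the 2 vehicle-injected retinas, with adjustment over all lists and cell types. The median log2 fold change of the interferon-stimulated genes was 6.34 in horizontal cells, 4.95 in Müller cells, 4.73 in RGCs, 4.64 in rods, 4.35 in amacrine cells, 4.20 in astrocytes, 4.17 in bipolar cells, 3.86 in cones and 3.61 in microglia. With genes that had no count in the vehicle retinas set to their lower bound, the median was 5.91 in horizontal cells, 4.49 in RGCs and 3.2 in microglia. The adjusted p from limma camera for this list was largest in microglia, at 8e-47. The list of TNF and NF-kB signaling passed the threshold in all 9 cell types, with medians from 0.24 in RGCs (adjusted p = 9.83e-04, limma camera) to 2.72 in Müller cells (1.71e-17). That of IL-6, JAK and STAT3 also passed in all 9, from 0.48 in bipolar cells to 1.4 in Müller cells, and was nearest the threshold in microglia (adjusted p = 0.0453, limma camera). The apoptosis list passed in 7 cell types and was highest in Müller cells, with a median of 1.16 (adjusted p = 2.18e-08, limma camera). It did not pass in cones (median 0.08, adjusted p = 0.237, limma camera) or RGCs (median 0.23, adjusted p = 0.0739). With the fry test, the interferon, TNF and IL-6 lists passed in 9 cell types each, and the apoptosis and complement lists in 7 each, both without cones and horizontal cells. The alternative that moved the results most was camera with the correlation between genes estimated from the data, under which no list passed in any cell type (lowest adjusted p = 0.0696).

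**Figure D2:**
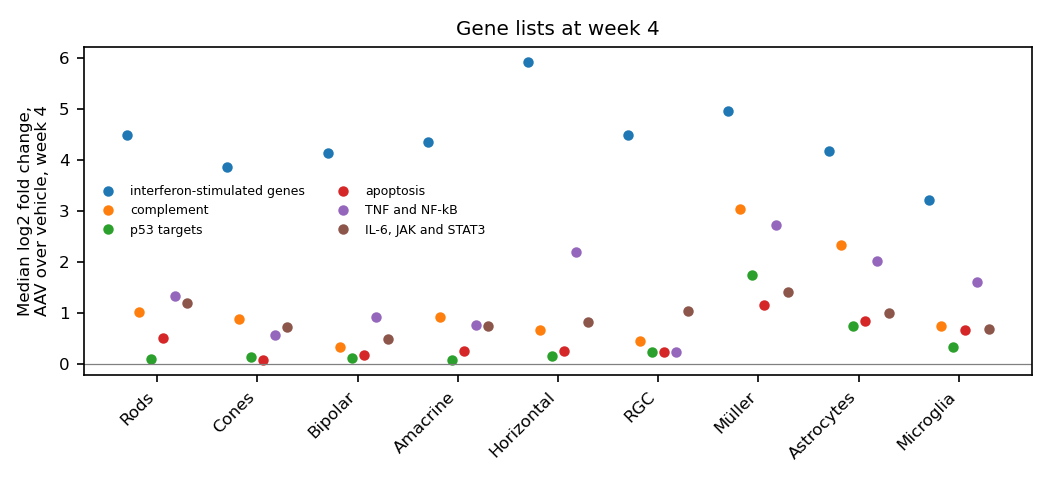
Median log2 fold change, AAV-injected over vehicle-injected retinas at week 4, of the 6 gene lists in the 9 cell types, with genes that had no count in the vehicle retinas at their lower bound. The interferon-stimulated genes stand highest in every cell type, from 3.2 in microglia to 5.91 in horizontal cells.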

GSEA pathway analysis revealed that AAV injections led to significant upregulation of inflammation and cell toxicity pathways, including IFN, IL-6, TNFα, apoptosis, and complement, in all analyzed retinal populations (**Figure 3A**). 

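At week 2, 1 AAV-injected animal was compared with 1 vehicle-injected animal, so these values have no replicate check. The number of genes that differed more than 2-fold in this pair of animals was 1668 higher and 1116 lower in Müller cells, 732 higher and 743 lower in rods, and 1097 higher and 604 lower in microglia. Between the left eyes only, the numbers in Müller cells were 1069 higher and 973 lower, the largest relative change in the total among the cell types for left eyes only, right eyes only and 3 vehicle animals. For the genes of a list that had values at both weeks, the median log2 fold change of the interferon-stimulated genes was 3.15 at week 2 and 4.27 at week 4 in RGCs, with 38 of 46 genes larger at week 4. It was 2.98 and 3.46 in microglia (39 of 50 genes larger) 4.43 and 4.53 in rods (30 of 50) and 3.15 and 3.56 in cones (31 of 48). Medians and single genes did not always go together. In bipolar cells the median was 3.96 and 4.06 with 20 of 50 genes larger at week 4, in amacrine cells 4.25 and 4.29 with 20 of 51, and in horizontal cells 5.49 and 5.42 with 31 of 48. In Müller cells the medians fell, from 5.73 to 4.89, with 7 of 51 genes larger at week 4, and in astrocytes from 4.18 to 3.98, with 15 of 50 larger. The TNF and NF-kB list had a higher median at week 4 in each of the 9 cell types. It went from 1.64 to 2.73 in Müller cells (14 of 23 genes larger), from 0.28 to 1.89 in astrocytes (16 of 19) and from 0.65 to 2.26 in microglia (10 of 13). In Müller cells the list's difference between weeks over the 6 animals did not pass the threshold (adjusted p = 0.305, limma camera). A test of the difference between weeks over the 6 animals, chosen after the values were seen, called 527 genes in Müller cells with edgeR, of which 163 changed more and 364 less at week 4. It called 183 genes in astrocytes, 118 in microglia, 83 in rods, 47 in RGCs and 13, 13 and 10 in cones, amacrine cells and horizontal cells. In bipolar cells edgeR called 0 genes, against 2534 at an unadjusted p under 0.05.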

Changes in gene expression were exacerbated at 4 weeks post-AAV injection compared to 2 weeks. When focusing on the top upregulated genes, we observed that these were generally common across cell clusters and mainly corresponded to interferon-stimulated genes (ISGs) (**Figure 3B**). In contrast, no consistent pattern was identified among downregulated genes across cell populations.

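Across the 9 cell types, edgeR called 3719 genes higher in AAV-injected retinas at week 4 in at least 1 cell type. Of these, 2453 (66.0%) were called in 1 cell type only, 214 in at least 5 and 42 in all 9. Of the 42 shared genes, 25 belonged to the list of interferon-stimulated genes and 10 had no symbol. Among the 50 genes with the largest increase, interferon-stimulated genes of the list numbered 27 in horizontal cells, 25 in RGCs, 21 in cones and 19 in bipolar cells. They numbered 15 in amacrine cells, 14 in astrocytes, 13 in Müller cells, 12 in rods and 4 in microglia. Between 12 (microglia) and 21 (Müller cells) of each 50 had no symbol and could not be matched to the list. DDX60 (ENSSSCG00000009720, chromosome 14 from 21077491 to 21163563 of Sscrofa11.1) was higher in all 9 cell types. In Müller cells its log2 fold change was 9.65 (standard error 0.26, adjusted p = 1.41e-05, edgeR), and in RGCs it had no count in the vehicle retinas and was at least 365-fold higher. MX2 (ENSSSCG00000012076, chromosome 13 from 204798633 to 204821612) was higher by a log2 fold change of 10.77 in Müller cells (standard error 0.335, adjusted p = 1.41e-05, edgeR). RSAD2 (ENSSSCG00000008648, chromosome 3 from 128880853 to 128897809) was at least 476-fold higher in horizontal cells and at least 137-fold higher in astrocytes. BST2 (ENSSSCG00000033453, chromosome 2 from 60305306 to 60308295) was at least 53.5-fold higher in astrocytes. ENSSSCG00000058302, which the files list without a symbol, was among the 3 largest changes in rods, cones, bipolar and amacrine cells. In rods IGHM, the heavy chain of immunoglobulin M, was at least 324-fold higher (adjusted p = 0.00463, edgeR), and free RNA of lymphocytes was not excluded as its source. In microglia the largest changes were in MYO1E, MRC1 and CTSH, at least 39.5-, 30.3- and 27.5-fold higher. The number of genes past the threshold in rods was 1418 at week 4 and 111 in a fit of all 6 animals, the largest relative change among the cell types and alternatives run.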

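Genes called lower at week 4 in at least 1 cell type numbered 3267 with edgeR, of which 2309 (70.7%) were called in 1 cell type only, 44 in at least 5 and 0 in all 9. In single cell types, 912 genes were higher and 506 lower in rods, 108 and 36 in cones, 245 and 104 in bipolar cells, 549 and 238 in amacrine cells, 445 and 283 in horizontal cells, 466 and 205 in RGCs, 2042 and 2044 in Müller cells, 1057 and 913 in astrocytes and 642 and 425 in microglia. Without TMM scaling these numbers became 430 higher and 337 lower in RGCs, 923 and 1197 in astrocytes and 536 and 549 in microglia. The balance in rods also moved, to 1418 higher and 1611 lower with no filter on nuclei and 109 and 2 in the fit of all 6 animals. The groups did not overlap in 46.3% of the genes tested in cones to 64.8% of those in Müller cells, where chance gives 33.3% with 2 against 2 retinas. Müller nuclei had median UMIs of 5135 and 5360 in AAV-injected and 2002 and 1768 in vehicle-injected retinas of week 4. Astrocytes had 9643 and 10231.5 against 4335.5 and 3988. Without nuclei under 1000 UMIs, edgeR still called 4081 genes in Müller cells and 1978 in astrocytes. The numbers in these 2 classes may nonetheless compare unlike nuclei. Of the 12 genes lower in 8 cell types, the 5 with the largest mean fall were RGR, the unnamed ENSSSCG00000015545, SFRP2, PTGDS and ALDOC. RGR (ENSSSCG00000010350, chromosome 14 from 85485210 to 85496393) fell by 5.31 on the log2 scale in rods (standard error 0.233, adjusted p = 0.000344, edgeR) and by 3.43 in Müller cells. SFRP2 (ENSSSCG00000009004, chromosome 8 from 75337311 to 75345926) had a log2 fold change of -2.29 in rods (adjusted p = 0.00233, edgeR) and of -0.86 in Müller cells. PTGDS had a log2 fold change of -2.09 in rods (adjusted p = 0.000617, edgeR), and ALDOC (ENSSSCG00000017759, chromosome 12 from 44823376 to 44827273) of -2.50 in astrocytes (adjusted p = 0.000381, edgeR). RGR is a marker of Müller cells, whose share of nuclei was lower in these retinas, and its fall in the other classes was not separable from less free RNA of these cells.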

**Figure 3:**
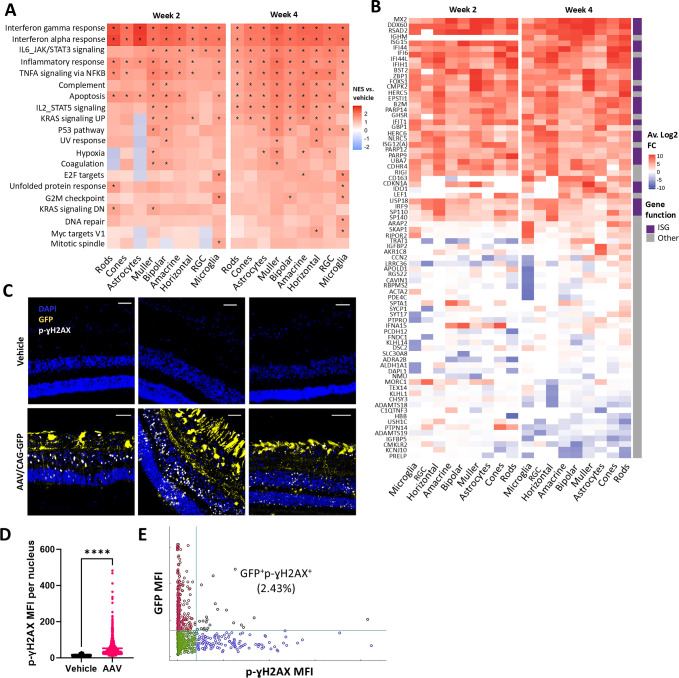
Intravitreally dosed AAV2.7m8 activates DNA damage and robust antiviral responses in pig retinas. **(A)** Heatmaps showing enriched GSEA terms in retinas from AAV-injected animals collected 2- and 4-weeks post-injection, against the Hallmark gene set (Molecular Signatures Database). Each column represents the average between 2 eyes. GSEA was performed on logFC fold changes in gene expression compared to vehicle controls (NES, normalized enrichment score; *, adjusted p <0.05). **(B)** Heatmaps showing top upregulated and downregulated genes in retinas from AAV-injected animals at the indicated timepoints and their contribution to IFN signaling according to the Hallmark gene set. ISG, interferon stimulated gene. **(C)** Representative IF images of p-ɣH2AX+ foci and GFP expression in retina sections from different vehicle and AAV-injected animals, 4 weeks post-injection. Scale bar 200μM. **(D)** Quantification of nuclear p-ɣH2AX mean fluorescence intensity (MFI) per cell. Dots represent MFI values per individual DAPI+ nucleus, pooled from 3 vehicle- and 5 AAV-injected animals, 2 ROIs per animal. Statistical significance was determined by Welch’s t-test. **(E)** Representative scatter plot of GFP and p-ɣH2AX colocalization analysis from one representative ROI, generated with MACS IQ View Software. **** symbol corresponds to the P < 0.0001.

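For the 28 p53 targets, the week 2 animals gave a median log2 fold change of 0.89 in Müller cells, above each of 10000 random lists of the same size and mean expression. In bipolar cells the median was 0.02, at percentile 56.6 of the random lists, in astrocytes 0.15 (percentile 91.9) and in microglia 0.43 (percentile 95.7). Between the left and between the right eyes, the percentile was 100 and 100 in Müller cells, 36.6 and 65.3 in bipolar cells, 99.7 and 82.9 in astrocytes and 96.8 and 99.0 in microglia. CDKN1A (ENSSSCG00000001565, chromosome 7 from 32354776 to 32363771) encodes the cell cycle inhibitor p21 and is induced by p53. At week 2 it had 633 UMIs in the Müller nuclei of the AAV-injected animal, or 22.5 CPM (exact Poisson interval 20.8 to 24.3, which covers counting error only), and 0 in those of the vehicle-injected animal, which allows up to 0.141 CPM. In bipolar cells it had 10 and 1 UMIs. At week 4 the list's median was 1.74 in Müller cells (adjusted p = 3.17e-23, limma camera), 0.75 in astrocytes (adjusted p = 1.5e-04) and 0.23 in RGCs (adjusted p = 0.0111). It did not pass the threshold in microglia (median 0.47, adjusted p = 0.0996, limma camera), horizontal cells (median 0.16, adjusted p = 0.508), bipolar cells (median 0.11, adjusted p = 0.572), rods (adjusted p = 0.176), cones (0.0971) or amacrine cells (0.277). The fry test added rods and cones to the 3 that passed. Adjusted over the list alone, edgeR called 15 p53 targets in Müller cells, 7 in astrocytes, 5 in rods, 3 in horizontal cells, 2 in RGCs, 2 in amacrine cells, 1 in microglia and 0 in cones and in bipolar cells. Over all genes tested the numbers were 13, 7, 4, 0, 2, 2, 1, 0 and 0 in the same order. Of these, 1 in Müller cells and 1 in rods were lower in AAV-injected retinas, and the others were higher. CDKN1A in Müller cells had 2 UMIs in the vehicle and 1210 in the AAV-injected retinas at week 4, a ratio of 830 with a counting interval of 229 to 6865 (adjusted p = 1.41e-05, edgeR). It was at least 29.3-fold higher in astrocytes (adjusted p = 0.00295, edgeR) and at least 9.96-fold higher in rods (adjusted p = 0.0303), and in microglia it did not pass (adjusted p = 0.273).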

Notably, transcriptional changes in the p53 pathway, a sign of DNA damage response (DDR), were induced at 2 weeks post-AAV injection in Müller and bipolar cells, whose nuclei reside in the inner nuclear layer (INL), and extended to astrocytes, horizontal cells, RGCs, and microglia by week 4 (**Figure 3A**). We have previously reported a link between p53 activation and inflammation in the central nervous system (CNS) *in vitro* and *in vivo* upon AAV transduction (40). To confirm functional induction of DDR, we stained retinal sections for the presence of phosphorylated γH2AX (p-γH2AX) DNA damage foci. Results shown in **Figures 3C** and **D** confirmed significant p-γH2AX staining across retinal layers by week 4. Of note, high GFP fluorescence did not correlate with high γH2AX foci formation (**Figure 3E**). In line with this observation, snRNAseq analysis did not detect a correlation between GFP reads and the expression of the p53-dependent gene CDKN1A (**Supplementary Figure 3**). Both results suggested that DDR was not related to high levels of transgene expression. Additionally, p-γH2AX foci were also observed in pig retinas transduced with AAV2.7m8-hFIX (**Supplementary Figure 4**), excluding the possibility that DDR induction resulted from GFP toxicity.

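Over the 9 cell types of the AAV-injected retinas at week 4, mean EGFP and mean CDKN1A UMIs per nucleus had a Pearson r of -0.027 (exact permutation test, two-sided, p = 0.543) and a Spearman rho of 0.35 (exact permutation test, p = 0.359). Over the 2 tests both adjusted p-values were 0.543 (exact permutation test with Benjamini-Hochberg adjustment). Cell types of one retina are not independent replicates. Mean CDKN1A was 0.445 UMIs per nucleus in Müller cells, 0.239 in astrocytes, 0.0781 in RGCs, 0.0376 in microglia, 0.0123 in horizontal cells and 0.00200 in rods. Without horizontal cells and RGCs, the types farthest from the median EGFP level, r was 0.255 (exact permutation test, p = 0.695) over 7 types. With both genes counted per 10000 UMIs, the sign of rho changed to -0.233 (exact permutation test, p = 0.552), while r was -0.209. The share of nuclei with a CDKN1A UMI was 29.9% and 33.0% in Müller cells of animals 7248 and 7249, 11.8% and 27.0% in astrocytes, 4.07% and 8.08% in RGCs, and 0.248% and 0.160% in rods. Together with the imaging of p-γH2AX foci and GFP (Figure 3E), the paper takes the lack of a correlation to propose that the DNA damage response was not related to high transgene expression.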

Overall, our results highlight the induction of IFN, DDR and cell stress in cells internalizing the AAV vector genome independent of transgene expression levels, suggesting variable susceptibility of different cell populations to the presence of vector genomes.

### Kinetic assessment shows early inflammation accompanied by complement activation and chemokine accumulation in ocular humors

Transcriptomic alterations aligned with a time-dependent elevation in uveitis scores, which were significantly increased at week 4 in all but one animal (**Figure 4A**). Both eyes from each animal consistently displayed comparable scores (**Supplementary Tables 1**–**4**). Additionally, OCT scans of pig eyes revealed cellular infiltration within the vitreous humor (**Figure 4B**) and a modest rise in total retinal thickness (TRT) at week 4 relative to vehicle controls (**Figure 4C**), thereby confirming the occurrence of ocular inflammation.

**Figure 4:**
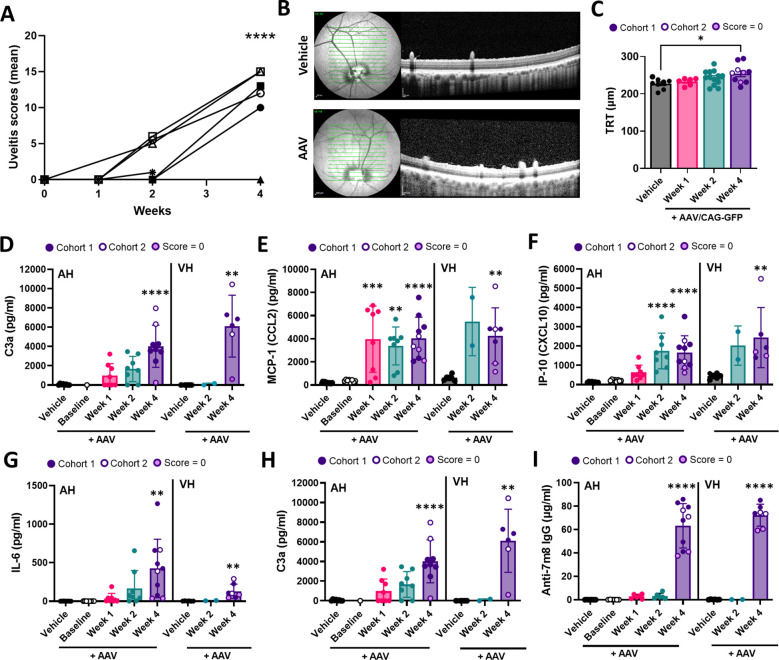
Kinetic assessment shows early inflammation accompanied by complement activation, chemokine accumulation and anti-AAV IgG development in ocular humors. **(A)** Total uveitis scores in AAV/GFP-injected animals over time. Data correspond to the mean between both eyes from the same animal from 7 AAV-injected animals. Statistical significance against vehicle week 4 was determined by one-way ANOVA with Tukey correction. **** P < 0.0001 vs. baseline (week 0). **(B)** Representative OCT showing horizontal scans from vehicle- and AAV-injected retinas at terminal timepoint week 4. **(C)** Quantification of total retinal thickness (TRT) derived from horizontal retinal scans over time. Data correspond to individual eyes from 4 vehicle controls (week 4) and 7 AAV-injected animals over time, and are represented as mean ± SD. Statistical significance was determined by one-way ANOVA with Tukey correction. *P = 0.0383. Analysis of **(D)** complement factor C3a, **(E)** MCP-1, **(F)** IP-10, **(G)** IL-6 and **(H)** MIP-1α and **(I)** anti-AAV2.7m8 IgG in AH and VH at the indicated timepoints. For C-I, eyes with a uveitis score of 0 belong to cohort 2 and are highlighted in light purple. For C-H, data are represented as mean ± SD between individual eyes from 5 vehicle- and 7 AAV/GFP-injected animals. For detailed N refer to supplementary table 5. For AH samples, statistical significance between all timepoints vs. vehicle was determined by one-way ANOVA with Tukey correction. For VH samples, statistical significance between week 4 group and vehicle was determined by Mann-Whitney t-test. *P < 0.05, **p < 0.01, p < 0.001, *** p < 0.0001 vs. vehicle.

Next, we measured additional immune readouts in ocular humor samples (**Supplementary Table 5**). 

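The complement list held 25 genes, of which some are not listed by symbol in the count files. At week 2, in 1 animal per arm, its median log2 fold change was 0.73 in Müller cells (percentile 99.99 of 10000 matched random lists), 0.57 in amacrine cells (percentile 100) and 0.28 in bipolar cells (percentile 99.5). RGCs, astrocytes and rods lay at percentiles 98.5, 98.7 and 97.0, and cones, horizontal cells and microglia at 93.9, 83.5 and 76.7. Some of these values turned on 1 pair of eyes. In RGCs the median was -0.12 (percentile 16.7) between the left eyes and 0.77 (percentile 99.93) between the right eyes, in bipolar cells 0.09 (percentile 78.6) and 0.45 (percentile 99.9), and in horizontal cells 0.05 (percentile 56.8) and 0.43 (percentile 97.7). In microglia it was 0.43 (percentile 88.2) and 0.004 (percentile 46.9). At week 4 the median was 3.06 in Müller cells (adjusted p = 5.95e-12, limma camera) and 2.33 in astrocytes (adjusted p = 1.42e-11). It was 1.01 in rods, 0.92 in amacrine cells, 0.87 in cones, 0.74 in microglia (adjusted p = 0.046, limma camera), 0.45 in RGCs (adjusted p = 0.023, 6 genes tested) and 0.33 in bipolar cells. In horizontal cells the median was 0.65 over 5 genes and did not pass (adjusted p = 0.0937, limma camera). These medians rest in part on other genes than those of week 2. Over the genes with values at both weeks, the median was lower at week 4 than at week 2 in amacrine cells, at 0.42, with 12 of 20 genes larger at week 4, and in bipolar cells, at 0.21, with 9 of 16. It was higher at week 4 in the other 7 cell types, at 0.35 in rods (8 of 18 genes larger), 0.73 in cones (8 of 13), 0.34 in horizontal cells (5 of 11), 0.27 in RGCs (7 of 13), 1.97 in Müller cells (11 of 16), 1.60 in astrocytes (9 of 11) and 0.61 in microglia (9 of 12). Adjusted over the list alone, edgeR called 10 genes in Müller cells, 9 each in amacrine and bipolar cells and 8 each in rods and astrocytes. It called 6 in cones, 5 in microglia, 4 in RGCs and 1 in horizontal cells. Over all genes tested the numbers were 8, 6, 5, 6, 6, 2, 3, 3 and 1 in the same order. Of these, 1 in rods and 1 in bipolar cells were lower in AAV-injected retinas, and the others were higher. C3 (ENSSSCG00000013551, chromosome 2 from 72431470 to 72471622), the precursor of C3a, reached 24.7 ± 2.23 CPM in astrocytes of AAV-injected retinas at week 4 and 1.68 ± 1.72 in those of vehicle retinas (SD, n = 2 animals each). Its log2 fold change there was 4.04 (standard error 0.545, adjusted p = 0.0032, edgeR), and 3.05 to 5.56 with each retina left out in turn. In Müller cells it was 1.8 (standard error 0.633, adjusted p = 0.0814, edgeR) and in microglia -1.02 (standard error 0.346, adjusted p = 0.108), neither past the threshold.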

In agreement with SnRNAseq analysis showing complement pathway upregulation in bipolar and Müller cells at week 2, and in all analyzed retinal cell subsets at 4 weeks post-injection (**Figure 3A**), we detected evidence of complement activation in ocular humors (**Figure 4D**). C3a was elevated in AH as early as week 1 with levels increasing through week 4and in VH at week 4. (**Figure 4D**). Similarly, MCP-1 and IP-10 chemokines were elevated significantly as early as week 1 in AH and week 2 in VH with increased expression persisting through week 4 (**Figures 4E, F**). Interestingly, the induction of these pro-inflammatory biomarkers preceded detection of GFP fluorescence in the retina and the onset of elevated inflammation scores on ocular examination. IL-6 and MIP-1α were detectable at low levels at weeks 1 and 2 in AH and increased significantly in both AH and VH at the terminal timepoint (**Figures 4G, H**), potentially indicating delayed response kinetics compared to MCP-1 and IP-10. Overall, levels of C3a and pro-inflammatory factors tended to be lower in eyes with uveitis score of zero. Consistent with the findings from the initial porcine study, anti-AAV IgG levels were comparable across all injected eyes, including those that exhibited no clinical signs of uveitis (**Figure 4I**).

In summary, these results, consistent with the strong anti-viral response indicated by snRNAseq analysis, validate the induction of cytokines and chemokines and the activation of complement in GTAU.

### IVT AAV administration results in pro-inflammatory microglia accumulation in pig retinas

SnRNAseq analysis of retinal cell clusters from AAV-GFP-injected eyes suggested an increase in microglia number over time (**Figure 5A**). 

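Microglia made up 0.358% and 0.216% of the nuclei in the left and right eye of the AAV-injected animal at week 2 (exact 95% binomial intervals 0.299 to 0.425% and 0.174 to 0.266%) and 0.173% and 0.181% in the eyes of the vehicle-injected animal (0.138 to 0.214% and 0.143 to 0.225%). At week 4 they made up 2.83% in animal 7248 and 1.68% in animal 7249 (2.68 to 2.98% and 1.57 to 1.8%), and 0.204% and 0.194% in the vehicle-injected animals. The week 4 means were 2.25% ± 0.811 and 0.199% ± 0.00640 (SD, n = 2 animals each), a difference of 2.05 percentage points in which the groups did not overlap (exact permutation test, two-sided, p = 0.333). With the interferon-stimulated genes and EGFP kept for clustering, the share in the AAV-injected retinas was 3.42%. A further cluster, led by CALCR, CD163, WDFY4 and RUNX1 and carrying rod transcripts and a median doublet score of 0.200, was left unnamed as mixed under a limit set after the data were seen. It held 2.48% ± 0.449 of the nuclei in AAV-injected and 0.112% ± 0.0132 in vehicle-injected retinas at week 4, and 0.135% and 0.111% at week 2. The markers of microglia are shared with macrophages and monocytes, so the class can hold infiltrating cells. Clustered among immune nuclei alone, 83 and 76 of the 85 and 77 microglia of the vehicle retinas at week 4 fell in 1 sub-cluster, which held 4 and 0 nuclei in animals 7248 and 7249. The other sub-clusters of microglia held 1271 and 740 nuclei there and 2 and 1 in the vehicle retinas.

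**Figure D3:**
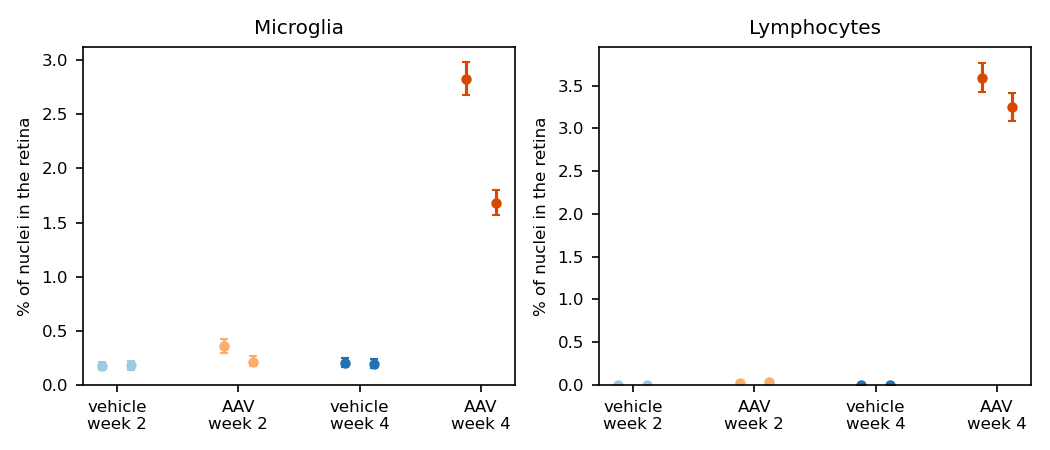
Percentage of nuclei in the microglia and lymphocyte classes per retina in the 4 groups, with exact 95% binomial intervals. Microglia reach 2.83% and 1.68% in the AAV-injected retinas of week 4 and stay at or below 0.358% in the other 6 retinas.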

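MCP-1 is encoded by CCL2 (ENSSSCG00000017723, chromosome 12 from 40798109 to 40800013) and IP-10 by CXCL10 (ENSSSCG00000032474, chromosome 8 from 71693641 to 71695948). At week 4, CXCL10 was detected in 275 of 1369 microglial nuclei of animal 7248 (20.1%) and 203 of 787 of animal 7249 (25.8%), a mean of 22.9% ± 4.04 (SD, n = 2 animals). In the vehicle retinas 1.12% and 2.50% of microglia held it. In rods of the AAV-injected retinas, which gauge free RNA, 0.876% did, at median depths of 1884 and 2133 UMIs against 2141 and 3141 in microglia. Thinned to 1000 UMIs, the shares were 14.1% and 0.475%. CXCL10 in microglia reached 265 ± 21.1 CPM against 20.2 ± 6.54 in vehicle retinas, a log2 fold change of 3.71 (standard error 0.372, adjusted p = 0.000555, edgeR), and 3.47 to 4.15 with each retina left out in turn. CCL2 was detected in 70 of 1369 (5.11%) and 112 of 787 (14.2%) microglial nuclei and in 0 of 89 and 0 of 80 in the vehicle retinas, against 0.494% of rods. The edgeR test of its summed counts, at least 3.96-fold higher, did not pass the threshold (adjusted p = 0.104). At week 2, in the left and right eye of 1 animal, CXCL10 was detected in 6.92% and 18.0% of microglia (exact 95% binomial intervals 3.21 to 12.7% and 10.6 to 27.6%) and CCL2 in 9.23% and 20.2% (4.86 to 15.6% and 12.5 to 30.1%). ICAM1 was higher in microglia at week 4, with a log2 fold change of 2.87 (adjusted p = 0.0171, edgeR), and VCAM1 with one of 1.47 (adjusted p = 0.0315). AIF1, which encodes Iba1, had a log2 fold change of -0.52 (adjusted p = 0.371, edgeR). Microglia of the AAV-injected and vehicle retinas fell in different sub-clusters at week 4, so these changes compare different states or populations of cells.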

Microglia appeared to exhibit a pro-inflammatory profile, as evidenced by the overexpression of MCP-1 and IP-10 encoding genes in this cell subset (**Figures 5B, C**). Immunofluorescence staining confirmed the increase in Iba1^+^ positive cells in retina sections from AAV-injected pigs, particularly in the GCL and INL (**Figures 5D, E**). Moreover, Iba1^+^ cells from injected animals showed upregulated Swine Leukocyte Antigen (SLA) major histocompatibility complex (MHC) class II DR molecules (SLA-DR) (**Figures 5D, F, G**), consistent with microglia activation and in line with previous studies of subretinal and IVT AAV delivery in animal models (13, 34).

**Figure 5:**
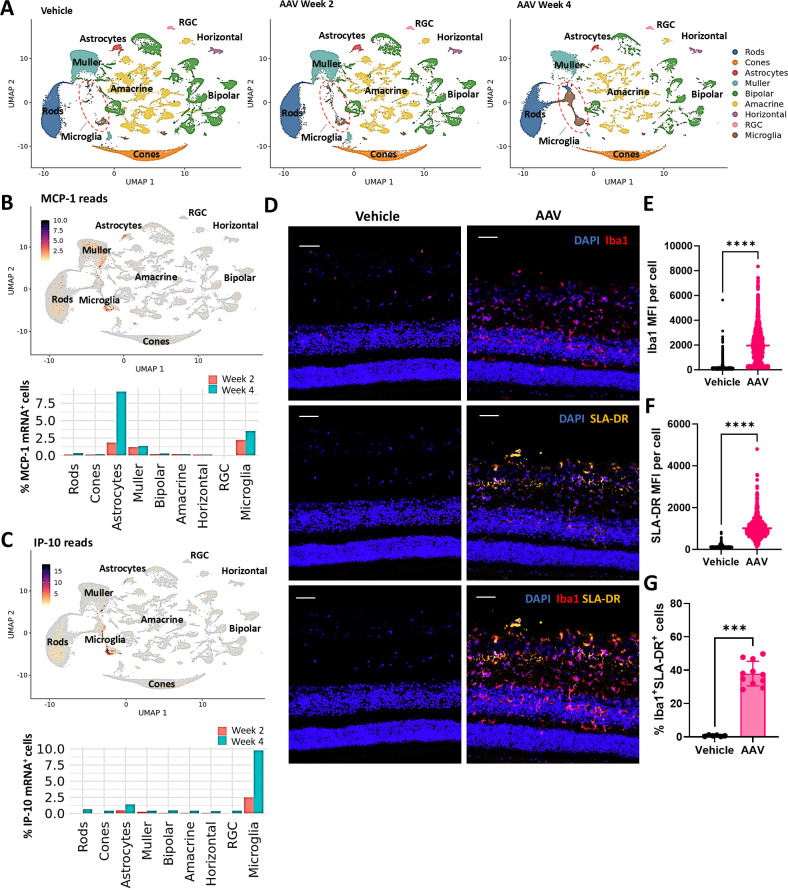
AAV-mediated retinal transduction leads to microglia activation. **(A)** UMAP plots showing cell populations identified in retinas from vehicle- and AAV-injected animals generated with Seurat. Plots show clustered results from 2 eyes per condition. UMAP of gene expression distribution and quantification of the percentage of **(B)** MCP-1 and **(C)** IP-10 mRNA-positive cells per cluster in AAV-injected retinas. **(D)** Representative IF images of Iba1 and SLA-DR staining in retina sections. Scale bar 200μM. Quantification of **(E)** Iba1 and **(F)** SLA-DR cell stainings in retina sections from vehicle- and AAV-injected animals 4 weeks post-injection. For E and F, individual dots represent mean fluorescence intensity (MFI) values per DAPI^+^ cell, pooled from 3 vehicle- and 5 AAV-injected animals, 2 ROIs per animal. Statistical significance was determined by Welch’s t-test. **** P < 0.0001. **(G)** Quantification of the percentage of Iba1^+^SLA-DR^+^ double positive cells. Data are shown as mean ± SD between individual ROIs from 3 vehicle- and 5 AAV-injected animals, 2 ROIs per animal. Statistical significance was determined by Mann-Whitney t-test. ***P = 0.0002.

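In astrocytes at week 4, CCL2 was detected in 116 of 288 nuclei of animal 7248 (40.3%) and 48 of 152 of animal 7249 (31.6%), a mean of 35.9% ± 6.15 (SD, n = 2 animals), and in 0.325% and 2.04% of astrocytes of the vehicle retinas. Astrocytes were deep, with median UMIs of 9643 and 10231.5. Thinning to 1000 UMIs moved the share most, to 5.41% ± 0.207 in astrocytes and 0.244% in rods. Summed per retina, CCL2 reached 79.6 ± 16.0 CPM against 3.59 ± 4.05, a log2 fold change of 4.26 (standard error 0.466, adjusted p = 0.00135, edgeR). With each retina left out in turn it lay between 3.62 and 6.67. At week 2, CCL2 was detected in 3.59% and 9.64% of astrocytes in the left and right eye of the AAV-injected animal (exact 95% binomial intervals 1.98 to 5.95% and 5.61 to 15.2%). Müller cells also carried it at week 4, in 7.03% ± 1.67 of nuclei, with a log2 fold change of 6.73 (standard error 0.611, adjusted p = 0.000537, edgeR). GFAP (ENSSSCG00000017343, chromosome 12 from 18456268 to 18466594), which encodes an intermediate filament of glia, had a log2 fold change of -0.47 in astrocytes (standard error 0.13, adjusted p = 0.0447, edgeR) and of 1.93 in Müller cells (standard error 0.442, adjusted p = 0.0205).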

Astrocytes also exhibited elevated MCP-1 transcriptional expression, potentially indicative of astrogliosis (**Figure 5B**). On the other hand, immunofluorescence imaging and quantification of Glial Fibrillary Acidic Protein (GFAP), expressed by both astrocytes and Müller glia, did not demonstrate significant differences between AAV-treated animals and vehicle controls. Morphological features consistent with gliosis were observed in only a few sections from a single AAV-injected animal with a uveitis score of 13 (**Supplementary Figure 5**). Increased frequency of the Iba1^+^SLA-DR^+^ microglia with no changes in GFAP staining was also observed consistently upon AAV2.7m8/hFIX administration in pigs (**Supplementary Figure 6**).

Overall, these results indicate that microglia play a critical role in the immune response to AAV administered via intravitreal injection in pigs, regardless of the transgene expressed.

### Integrin blockade prevents IOI following IVT AAV2.7m8 vector dosing in mice

Our investigations in pigs, along with previous studies in mice, have shown the occurrence of peripheral infiltrates following IVT AAV injection (30, 32–34). Given the cost-effectiveness of mice as experimental models for mechanistic research, we performed an exploratory study in this species to assess the role of peripheral infiltrates in AAV-induced IOI. To that aim, mice were dosed with IVT AAV2.7m8 concomitant with anti-LFA-1 and anti-VLA-4 neutralizing antibodies, which have been shown to inhibit leukocyte trafficking and extravasation and reduce inflammation in autoimmune conditions (41) as well as uveitis models (42).

Female C57BL/6 mice received bilateral IVT injections of either vehicle or AAV2.7m8/CAG-GFP at 1×10^9^ vg/eye in the absence of prophylactic steroids, followed by flow cytometry of whole ocular homogenates at 1, 2, and 4 weeks post-injection to assess leukocyte infiltration. An additional group of mice also received intraperitoneal (IP) injections of anti-LFA-1/VLA-4 neutralizing antibodies on day 0, and every 3 days until termination (**Figure 6A**). Flow cytometry (gating strategy illustrated in **Supplementary Figure 7**) demonstrated a significant accumulation of CD45^+^ monocytes and dendritic cells as early as two weeks following AAV injection. This was accompanied by an increase in microglia numbers and lymphocyte infiltration at 4 weeks, consisting predominantly of CD4^+^ T cells, with fewer CD8^+^ T cells observed. (**Figure 6B**). LFA-1/VLA-4 blockade effectively prevented infiltration of all affected immune cell populations (**Figure 6B**). Cytokine analysis of vitreous humor samples collected 4 weeks following AAV injection demonstrated elevated IP-10 and MCP-1 levels in mice treated with AAV only, which were significantly reduced by LFA-1/VLA-4 blockade (**Figure 6C**).

**Figure 6:**
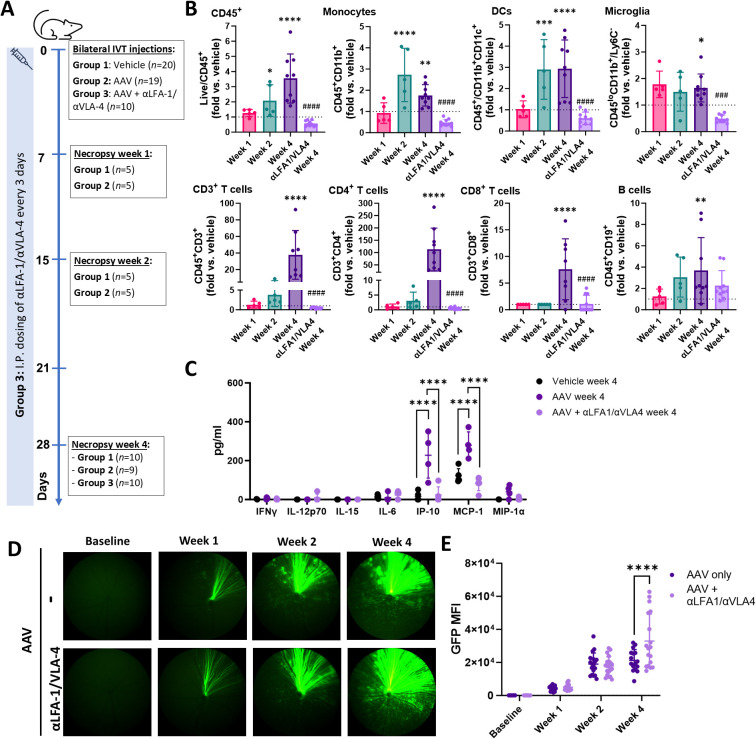
LFA-1/VLA-4 neutralization prevents IOI after intravitreal AAV vector dosing in mice. **(A)** Study design. Female C57Bl/6J mice received intravitreal (IVT) bilateral injections of AAV2.7m8/CAG-GFP (1x10^9^ vg/eye) or vehicle control on day 0 and sacrificed at different timepoints as indicated in the scheme. One cohort of AAV-injected mice received concomitant intraperitoneal (I.P.) injections of anti-LFA-1/VLA-4 antibodies on day 0, and every 3 days until termination (week 4). **(B)** FACS analysis of ocular infiltrates in ocular homogenates. Both eyes from from the same animal were pooled for analysis. Data are shown as mean ± SD between n = 5 week 1, n = 5 week 2, n = 9 week 4 and n = 10 αLFA-1/VLA-4-treated week 4 animals, and represented as fold change between AAV-injected animals relative to vehicle controls. The dashed line represents values in vehicle controls, set at 1. Statistical significance for each timepoint was determined respect to its own vehicle control by one-way ANOVA with Fisher’s LSD test (n = 5 for vehicles week 1 and 2, n = 10 vehicle week 4). *P < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. vehicle; ### p < 0.001, #### p < 0.0001 vs. AAV week 4. **(C)** Quantification of cytokines and chemokines in vitreous humors. Each dot corresponds to a pool between 4 eyes from 2 animals from the same treatment group. Data are shown as ± SD between pools (n = 5 for vehicle and αLFA-1/VLA-4-treated animals, n = 4 for AAV-treated only). Statistical significance was determined by two-way ANOVA with Tukey’s correction. ****P < 0.0001. **(D)** Representative fundus images of GFP expression over time. **(E)** Quantification of GFP mean fluorescence intensity (MFI) in mice injected with AAV only (n = 8) or with AAV + anti-LFA-1/anti-VLA-4 (n = 9). Data are shown as mean ± SD between individual eyes. Statistical significance was determined by two-way ANOVA with Bonferroni correction. *** P = 0.0005.

Color fundus imaging revealed a progressive increase in GFP transgene expression from week 1 to week 4 (**Figure 6D**). Notably, semi-quantitative evaluation of mean fluorescence intensity (MFI) indicated higher transgene expression in the subset of animals treated with LFA-1/VLA-4 blockade compared to those receiving only the AAV vector (**Figure 6E**; **Supplementary Figure 8**). These findings suggest that peripheral immune cell infiltration plays a critical role in driving GTAU in mice and may influence transgene expression outcomes.

## Discussion

This study presents mechanistic insights into the induction of GTAU following IVT AAV2.7m8 administration in pigs that may facilitate the development of innovative immunomodulatory approaches addressing current challenges of IVT AAV vector delivery.

SnRNAseq and RNAscope analyses performed on pig retinas confirmed AAV2.7m8 vector distribution across all retinal layers, with the highest transgene expression detected in RGCs, both in terms of transcript levels and protein detection. These results suggest that the pig model is well aligned in this respect with other preclinical models of IVT AAV administration.

Our previous work in mice and human iPSC-derived neural cells revealed that AAV vectors triggered neuroinflammation dependent on activation of DDR (40). The retina contains several types of neuronal cells that are essential for vision such as photoreceptors, bipolar cells, horizontal cells, amacrine cells, and RGCs. These neurons work together to process visual information and transmit it to the brain. Similarly to our previous findings in neuronal cell populations (40), snRNAseq analysis revealed that Müller and bipolar cells upregulated p53 signaling early in response to IVT AAV2.7m8, coinciding with the presence of γH2AX^+^ DDR foci in the INL where the nuclei of these cells are found. Müller cells are known to exhibit DDR in response to various forms of retinal damage, which can impact their behavior and regenerative potential (43, 44). DDR involves the activation of cell cycle checkpoints, DNA repair mechanisms and apoptosis, especially if the DNA damage is severe or persistent (45). Consistent with these reports, our snRNAseq analysis in pig retina identified the upregulation of apoptosis genes in Müller and other transduced cells. Further studies would be needed to confirm whether DDR leads to apoptosis and cell death in this setting.

Another aspect of the DDR response is its potential effect on transgene expression. ATM kinases and the MRN complex (Mre11/Rad50/Nbs1), which act upstream of p53 during DNA damage and repair (46, 47), have been reported to interact with the AAV inverted terminal repeats (ITRs) and suppress AAV-derived transgene expression (48, 49). Accordingly, the high concentration of p-γH2AX foci in retinal layers lacking GFP fluorescence, but containing AAV vector, points towards a potential role of DDR in preventing efficient transgene expression in certain retinal cell subsets. Additionally, the absence of correlation between high levels of GFP or hFIX transgene expression and p-γH2AX foci localization suggest that DDR was not caused by potential exogenous transgene toxicity in retinal cells.

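Adjusted over the list alone, edgeR called 51 of the interferon-stimulated genes higher or lower in Müller cells and in amacrine cells, 50 in bipolar cells and in astrocytes, 48 in rods, horizontal cells and RGCs, 47 in microglia and 44 in cones at week 4. Over all genes tested the numbers were 51 in Müller cells, 50 in amacrine cells, 46 in bipolar cells, 48 in astrocytes, 48 in rods, 47 in horizontal cells, 46 in RGCs, 39 in microglia and 35 in cones. At week 2, in 1 animal per arm, the median of the list stood above each of 10000 matched random lists in all 9 cell types.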

Our snRNAseq analyses also identified IFN-induced genes as being predominantly enriched in IVT AAV-dosed retinas, with significant ISG upregulation in all analyzed retinal cell subsets. ISG induction has previously been reported in mice upon IVT (32) and subretinal injections (50, 51). ISGs are known to play a role as viral restriction factors, with the potential to interfere with viral nuclear entry, uncoating or spreading in the tissue. Therefore, we hypothesize that strong IFN signaling may hinder efficient transduction and transgene expression. In that case, strategies to inhibit IFN signaling should be further tested to assess their potential in driving broader and more efficient retina transduction and reducing required vector doses. Interestingly, IFN response occurred in retinal cells regardless of transduction levels and transgene expression, highlighting the immunogenicity risks of non-specific vector delivery to off-target cells.

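The rods of the AAV-injected retinas at week 4 included 20374 nuclei of animal 7248 and 24459 of animal 7249 without an EGFP UMI. Their median log2 change of the interferon-stimulated genes over vehicle rods was 4.15 in animal 7248 and 4.37 in animal 7249, against 4.15 and 4.34 for all rods of the same retinas. All rods numbered 21367 and 25587, most of them without an EGFP UMI, so these medians had to lie close. They do not compare rods with and without EGFP. A nucleus without an EGFP UMI can still hold vector genomes or EGFP transcripts below this depth. Free RNA of other nuclei may also contribute to the change.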

Another important element of the immune response to AAV vectors is the complement pathway. Complement activation in response to systemic AAV administration and related acute toxicities has been reported for numerous clinical and preclinical studies (39, 52–56). In addition, complement often becomes activated in ocular inflammatory conditions outside of the gene therapy context (57, 58). We present here the first evidence of complement activation upon IVT AAV administration. Analysis of pig ocular samples revealed transcriptional upregulation of genes involved in the complement pathway, as well as accumulation of C3 convertase product C3a in ocular humors as early as 1 week post-AAV injection, before the peak of transgene expression. Importantly, C3a accumulation was induced by both transgenes tested, hFIX and GFP. Additional assessment in preclinical models would be needed to establish whether complement inhibition could mitigate AAV-mediated ocular inflammation, as suggested by studies in NHPs in which AAV was administered systemically (56).

IVT AAV injection also triggered MCP-1 and IP-10 secretion in ocular humors in mice and pigs. Importantly, both chemokines are known mediators of uveitis (59). MCP-1 levels were significantly elevated in porcine AH by week 1 post-injection, whereas in VH increased MCP-1 and IP-10 levels could be detected by week 2. Increased IL-6 and MIP-1α levels occurred later, indicating either delayed kinetics relative to MCP-1 and IP-10, lower sensitivity of detection, activation of different cell-types, or influence of transgene expression on their induction. As a corollary to these findings, it would be of interest to test the utility of C3a, MCP-1 and IP-10 measurements in AH as early predictors of IOI following the IVT AAV dosing in clinical trials, particularly where a favorable benefit-risk profile exists. Additionally, MCP-1 is crucial for monocyte recruitment to the CNS, and its neutralization can prevent microglia recruitment in brain (60). Accordingly, we observed peripheral monocyte infiltration and increased microglia frequency in both mice and pigs. More comprehensive analysis in pigs indicated that IVT AAV administration led to a transgene-independent pro-inflammatory profile of retinal microglia, as evidenced by over-expression of MCP-1 and IP-10 encoding genes, upregulation of interferon signaling and elevated levels of activation markers, such as Iba1 and SLA-DR in these cells.

In principle, pro-inflammatory cytokine signaling can result not only in the activation of resident immune cells, such as microglia, but also in the recruitment of peripheral immune cells to sites of inflammation. Our assessment of ocular infiltrates in mice reproduced previous reports demonstrating peripheral cell infiltration upon IVT AAV injection (32, 33). In particular, we observed significant T cell infiltration by week 4, with a high CD4^+^ T cell component. We did not observe significant T cell infiltration in pig retinas, although the absence T cell infiltration in our porcine model could be due to the effects of steroid treatment, implemented in pigs but not in mice (61, 62), or due to partial interspecies differences in the immune response to IVT-administered AAV. Leukocyte recruitment to tissues is mediated by ICAM-1 and VCAM-1 expression on retinal vascular endothelial cells and retinal pigment epithelium (RPE) cells. Both ICAM-1 and VCAM-1 are induced during intraocular inflammation (63). Dual VLA-4/LFA-1 blockade on circulating immune cells disrupts their interaction with ICAMs and VCAM-1 preventing leukocyte rolling, firm adhesion and extravasation (63). Notably, this treatment not only prevented peripheral infiltrates in murine eyes but also reduced pro-inflammatory chemokine levels in ocular humors, highlighting the role of peripheral infiltrates in mediating intraocular inflammation. We also observed a slight increase in GFP transgene expression in animals that received dual VLA-4/LFA-1 blockade compared to animals receiving only AAV vector. Of note, quantification of GFP transgene expression from color fundus images in mice is subject to technical limitations and to multiple sources of variation (e.g., injection quality, imaging artifacts, etc.). However, this observation was consistent with previous reports showing that reducing retinal inflammation may benefit transgene expression (30, 51). These observations suggest that further research into therapies designed to prevent activated immune cells from accessing ocular tissues may be warranted. Such interventions are currently utilized in the management of autoimmune diseases including multiple sclerosis and Crohn’s disease.

While inhibiting immune cell infiltration proved effective in preventing IOI in mice, this positive effect may be limited in larger species where inflammation appears to be more pronounced. Mice are valuable for studying ocular inflammation and screening therapeutics (64, 65), but interspecies differences in eye size, retinal structure, and immune composition may result in distinct immunogenicity outcomes, including IVT-AAV–induced inflammation in humans (66). Because pigs more closely resemble NHPs and humans in ocular anatomy and immune function, they serve as a relevant large-animal model to bridge murine findings to clinical settings (35). However, species-specific features of the porcine immune system warrant further validation of our findings.

Our work identified several immune mechanisms in response to IVT AAV-mediated gene transfer that could be further evaluated as targets for novel immunosuppressive approaches to improve safety of ocular gene therapies. These targets include IFN signaling, MCP-1 and IP-10 chemokines, DDR, the complement pathway, microglia activation and integrin-mediated peripheral immune cell infiltration. Although a single dominant trigger of AAV immunogenicity was not identified, modulation of key inflammatory pathways may mitigate vector-associated ocular inflammation. Intravitreal AAV administration in combination with systemic agents such as natalizumab—an approved therapy for relapsing–remitting multiple sclerosis with demonstrated efficacy and safety in reducing leukocyte trafficking—could potentially limit immune cell infiltration into inflamed ocular tissues. Complement activation also contributes to post-AAV inflammation, and intravitreal C3 inhibition with pegcetacoplan, approved for geographic atrophy, may serve as a complementary strategy to attenuate complement-mediated responses to gene therapy. Furthermore, future studies could explore the use of small-molecule STING inhibitors, currently in early-phase clinical development for interferonopathies and autoimmune diseases, as potential adjuncts to modulate AAV-induced innate immune responses. These approaches should first be evaluated in large animal models to establish safety and efficacy before clinical translation.

Limitations associated with IVT delivery of AAV vectors are well documented, including dose-dependent IOI, suboptimal effect of oral and topical corticosteroid treatments (27, 30), and inefficient transduction of outer retinal layers, in which vector genomes are present but transgene expression is low. Identification of strategies that prevent vector silencing could in theory allow for more efficient and broader retina transduction at reduced vector doses, which is a key factor in triggering inflammation. Additionally, the choice of AAV vector serotypes with cell-specific tropism and transgene expression would help minimize inflammatory signaling in off-target cells. Overall, a combination of such strategies may contribute to optimizing safety and efficacy of IVT AAV-mediated gene transfer in patients in which corticosteroids are contra-indicated or have limited efficacy.

## Data Availability

The data presented in the study in are deposited in the Gene Expression Omnibus (GEO) Repository, accession number GSE308982.

# Supplementary material for: Intravitreal AAV vector delivery induces integrin-dependent ocular inflammation, complement activation, and antiviral and DNA damage responses
**Source:** Front Immunol. 2026 Apr 22;17:1799327. doi: 10.3389/fimmu.2026.1799327
**Supplement:** Supplementary file 1

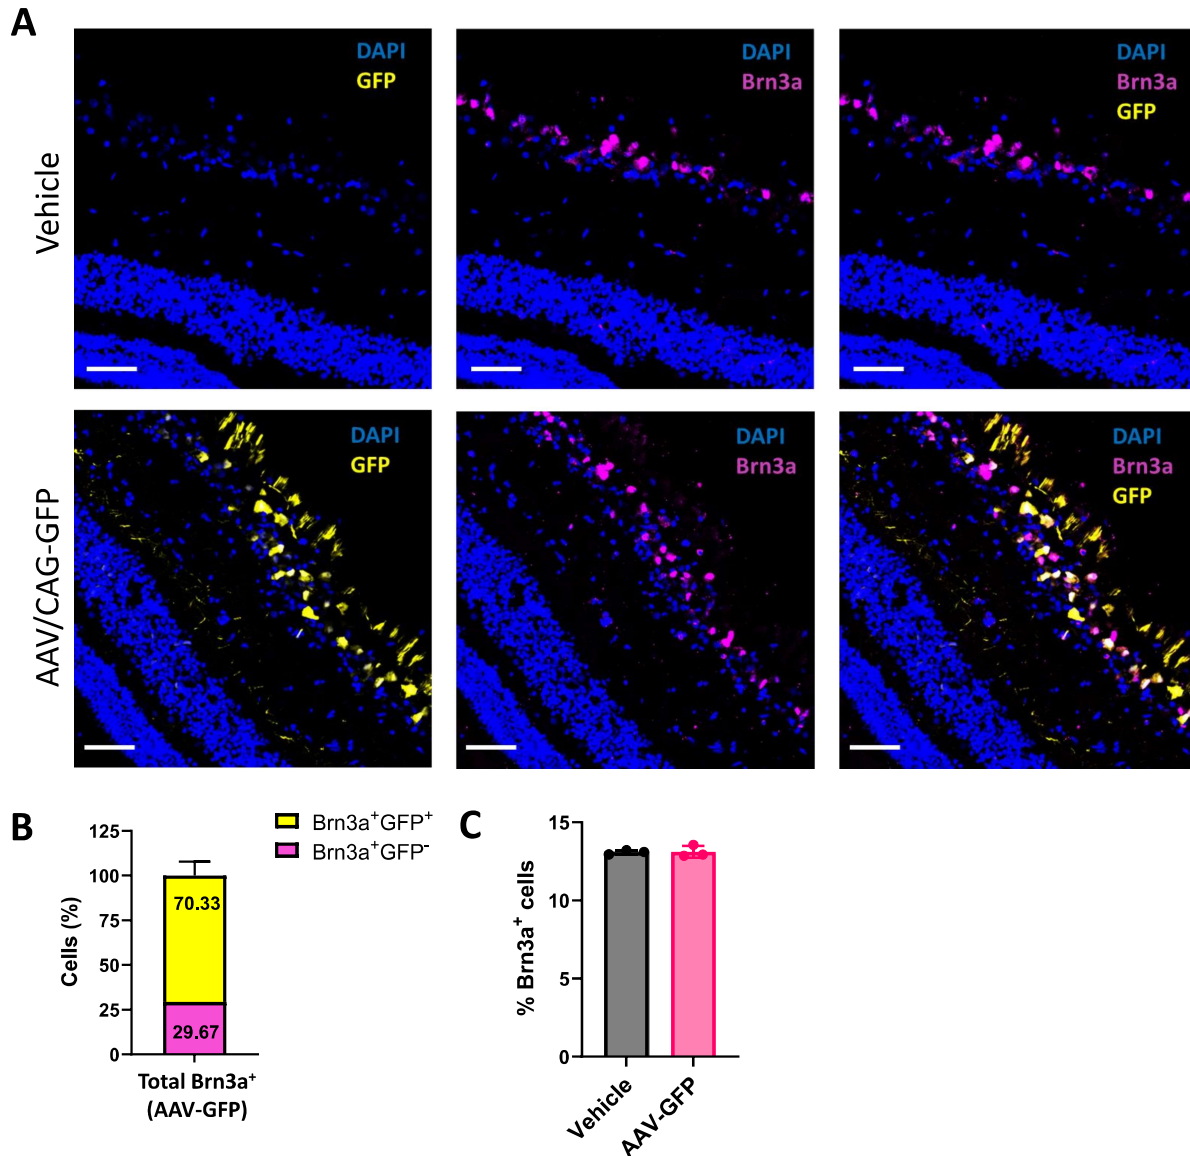

**Supplementary figure 1. Distribution of transgene expression. A)** Representative MACSima IF images of GFP fluorescence and Brn3a staining on retina sections from vehicle (top) and AAV/CAG-GFP (bottom) injected animals, 4 weeks post-injection. Scale bar 200 $\mu$ M. **B)** Quantification of the percent of GFP<sup>+</sup> and GFP<sup>-</sup> cells gated on total Brn3a<sup>+</sup> cells using the MACS iQ View software. Data are shown as mean  $\pm$  SD between 3 ROI from 1 AAV-injected animal. **C)** Quantification of the percent of Brn3a<sup>+</sup> cells on the total DAPI<sup>+</sup> cells. Data are shown as mean  $\pm$  SD between 3 ROI from 1 vehicle- and 1 AAV-injected animal respectively.

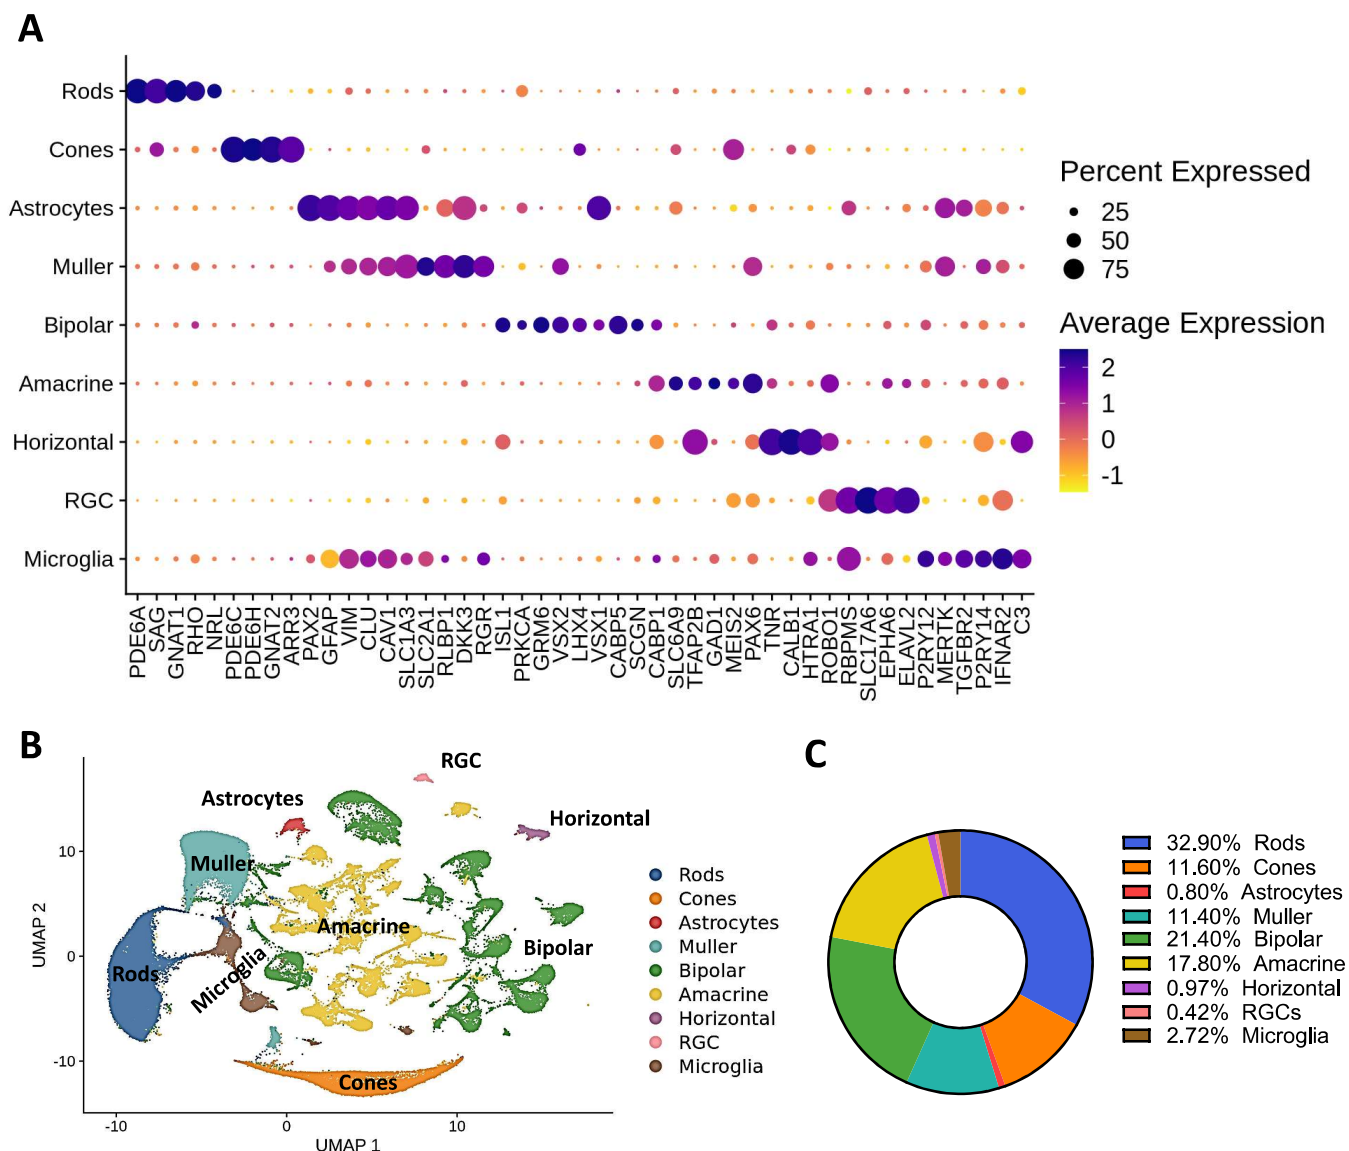

**Supplementary figure 2. Identification of retinal cell subsets by snRNAseq. A)** Dot plot representing the expression levels of selected retinal cell type marker genes to identify each cluster. The color of each dot represents the gene's expression level across the cluster (average expression), while the size of each dot corresponds to the percentage of cells in the cluster expressing the gene (percent expressed). **B)** UMAP plots of single-nuclei data generated with Seurat showing cell clusters identified in retina samples. Cells are plotted in two dimensions using the UMAP dimensionality reduction technique and annotated by cell type. **C)** Stacked plot representation of the frequencies for each cell population shown in B. A-C plots show clustered results from vehicle- and AAV-injected retinas obtained after 2- and 4-weeks post-injection, 2 eyes per condition. Plots were generated from clustered datasets between all eyes analyzed.

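The clusters of the re-analysed nuclei were named by fixed markers. Each cluster's counts of a marker per 10000 UMIs were set against the highest level in any cluster, and the class with the highest mean over its markers gave the name. A cluster stayed unnamed with under 3 detected markers or where its leading 10 genes held more markers of another class, and the further limit on doublet scores was 0.1. CNGB1, GNGT2, NEFM, THY1, GLUL, S100B, CD3G and MYRF were among the fixed markers and are not listed by symbol in the count files. The dot plot shows for each cluster the average level of a marker and the share of nuclei expressing it. A share of nuclei with at least 1 UMI is lowered by construction where nuclei hold fewer UMIs.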

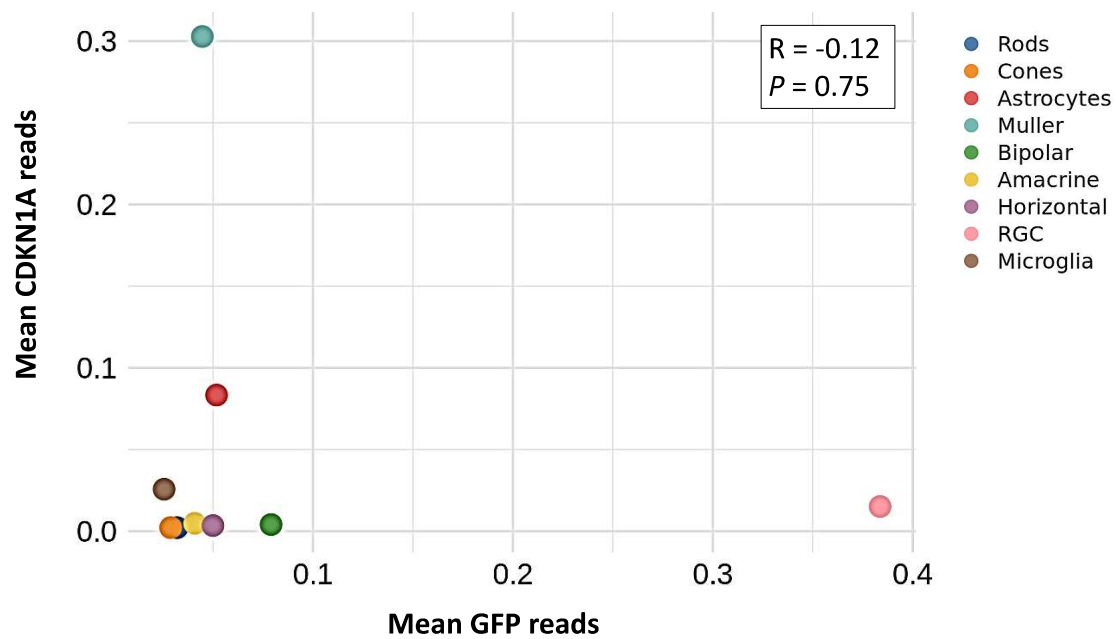

**Supplementary figure 3. Correlation analysis between GFP and CDKN1A reads.** Correlation analysis between the mean GFP reads and the mean CDKN1A reads per cell population measured 4 weeks post-AAV2.7m8/CAG-GFP injection.

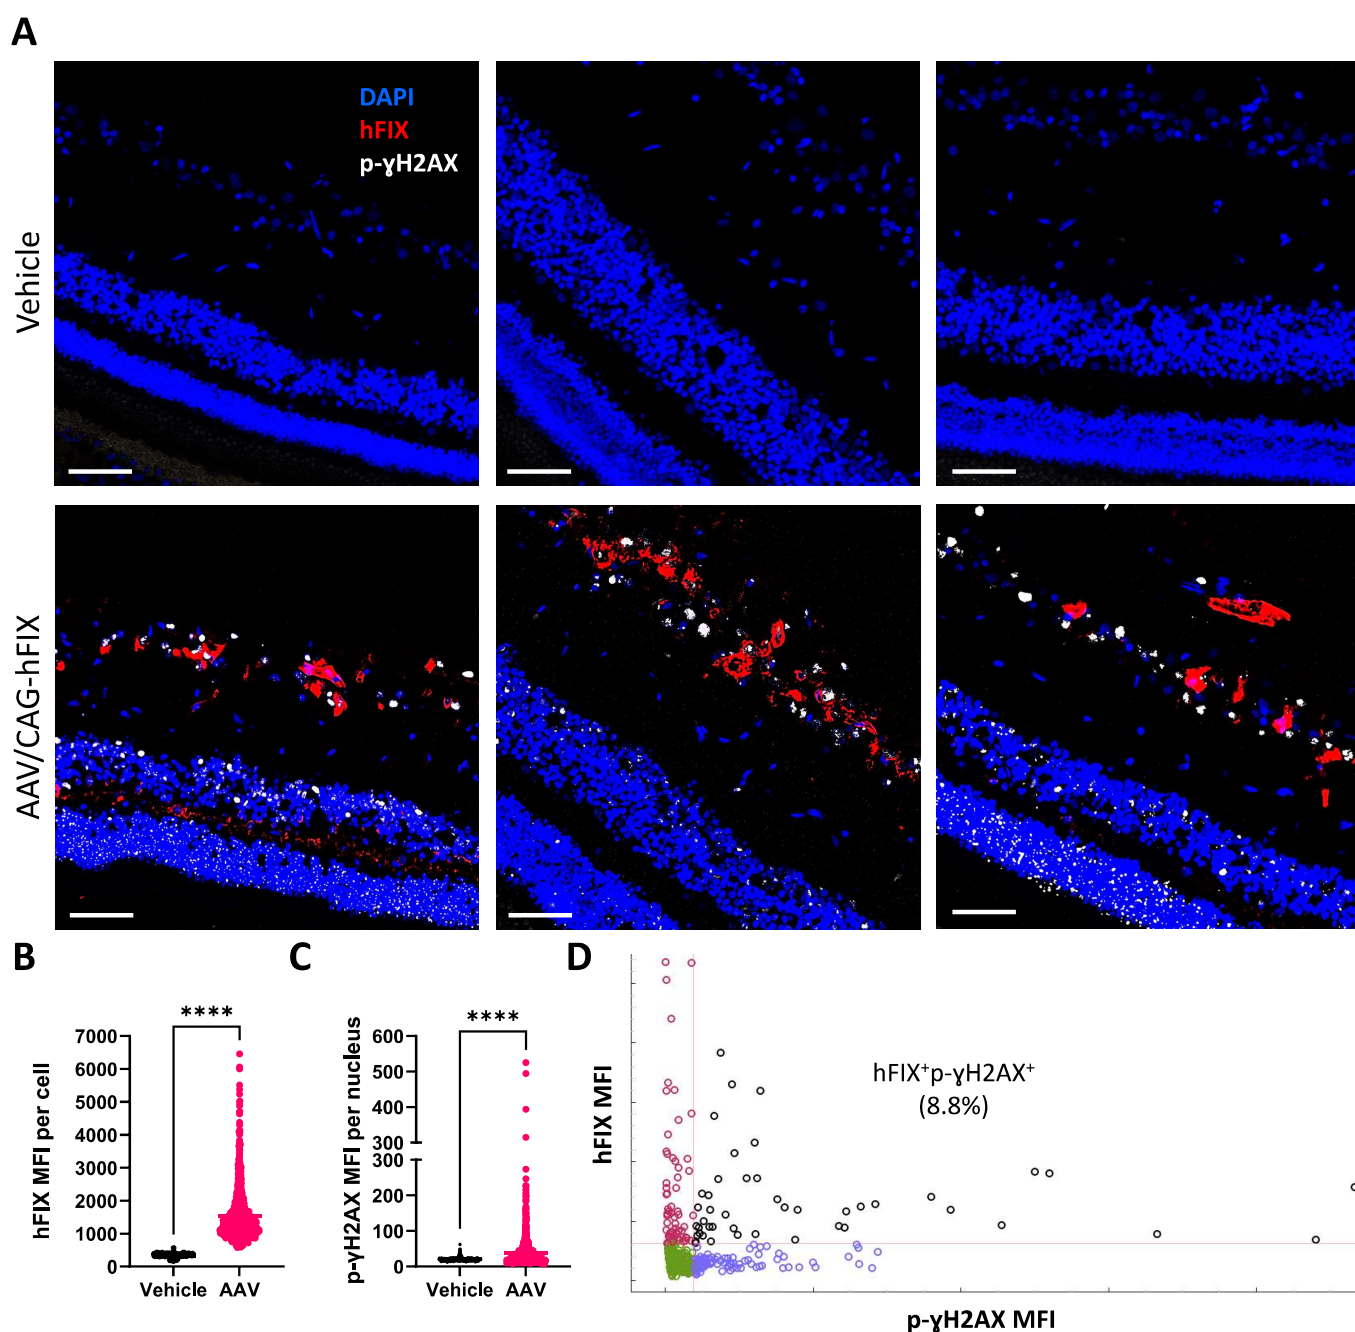

**Supplementary figure 4. IVT-mediated retina transduction with AAV2.7m8 induces the formation of DNA damage foci. A)** Representative MACSima IF images of hFIX and pospho-γH2AX stainings in vehicle (top) and AAV/CAG-hFIX (bottom) injected retinas 4 weeks post-injection. For each condition, ROIs correspond to different sections from the same animal. Scale bar 200μM. Quantification of intensity values for **B)** hFIX and **C)** p-γH2AX. Data correspond to mean fluorescence intensity (MFI) values per cell pooled from 3 ROIs from 1 vehicle and 1 AAV-injected animal respectively. Statistical significance was determined by Welch's t-test. \*\*\*\* P < 0.0001. **D)** Scatter plot of hFIX and p-γH2AX colocalization from one representative ROI, generated with MACS IQ view.

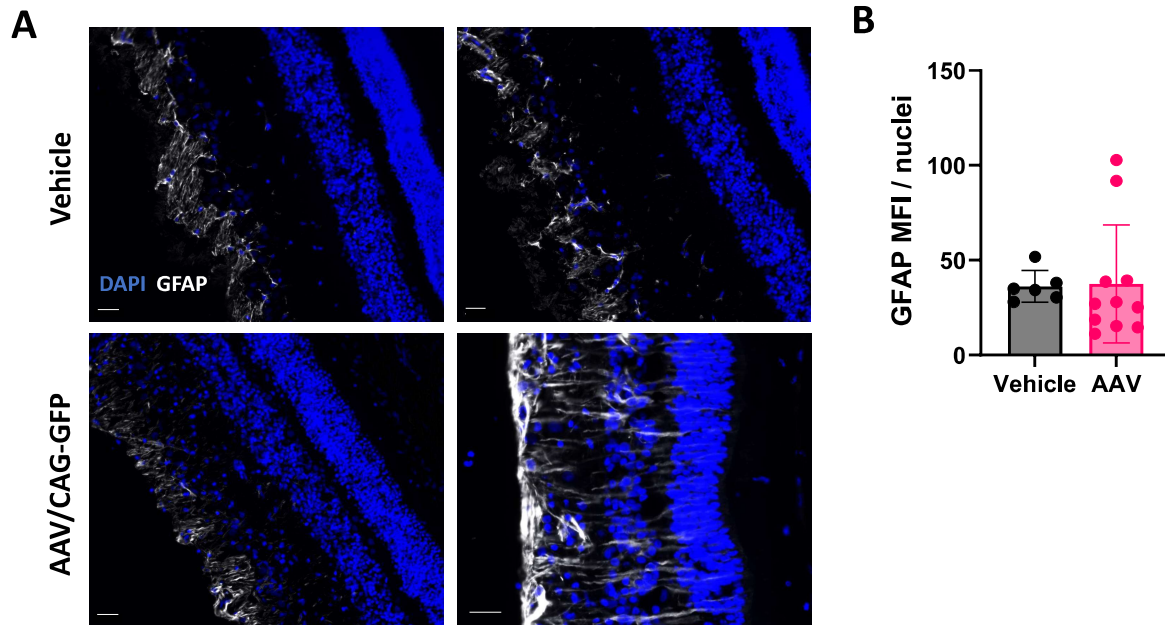

**Supplementary figure 5. Assessment of astrogliosis. A)** Representative IF images of GFAP staining in vehicle and AAV-injected animals 4 weeks post-injection. Scale bar 200μM. **B)** Quantification of GFAP mean fluorescence intensity (MFI). Data are shown as mean ± SD between individual ROIs from 3 vehicle and 5 AAV-injected animals, 2 ROIs per animal.

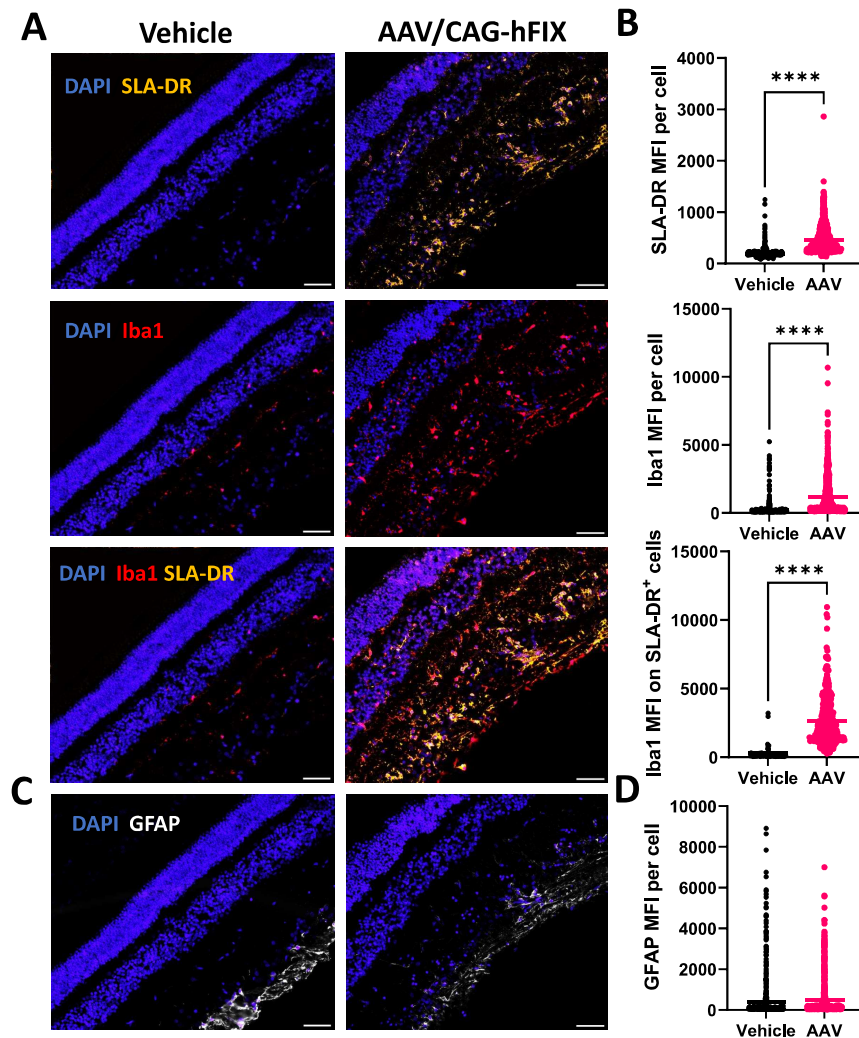

**Supplementary figure 6. IVT-mediated retina transduction with hFIX transgene reproduces the microglia activation induced by GFP.** **A)** Representative IF images of SLA-DR, IBA1 and GFAP stainings in vehicle- and AAV-injected animals 4 weeks post-injection. Scale bar 200 $\mu$ M. **B)** Quantification of intensity values for SLA-DR, Iba1, Iba1 in SLA-DR<sup>+</sup> cells. **C)** Representative IF images and **D)** quantification of GFAP staining. Data correspond to MFI values from single cells pooled from 1 vehicle and 1 AAV-injected animals, 2 ROIs per animal. Statistical significance was determined by Welch's t-test. \*\*\*\* P < 0.0001.

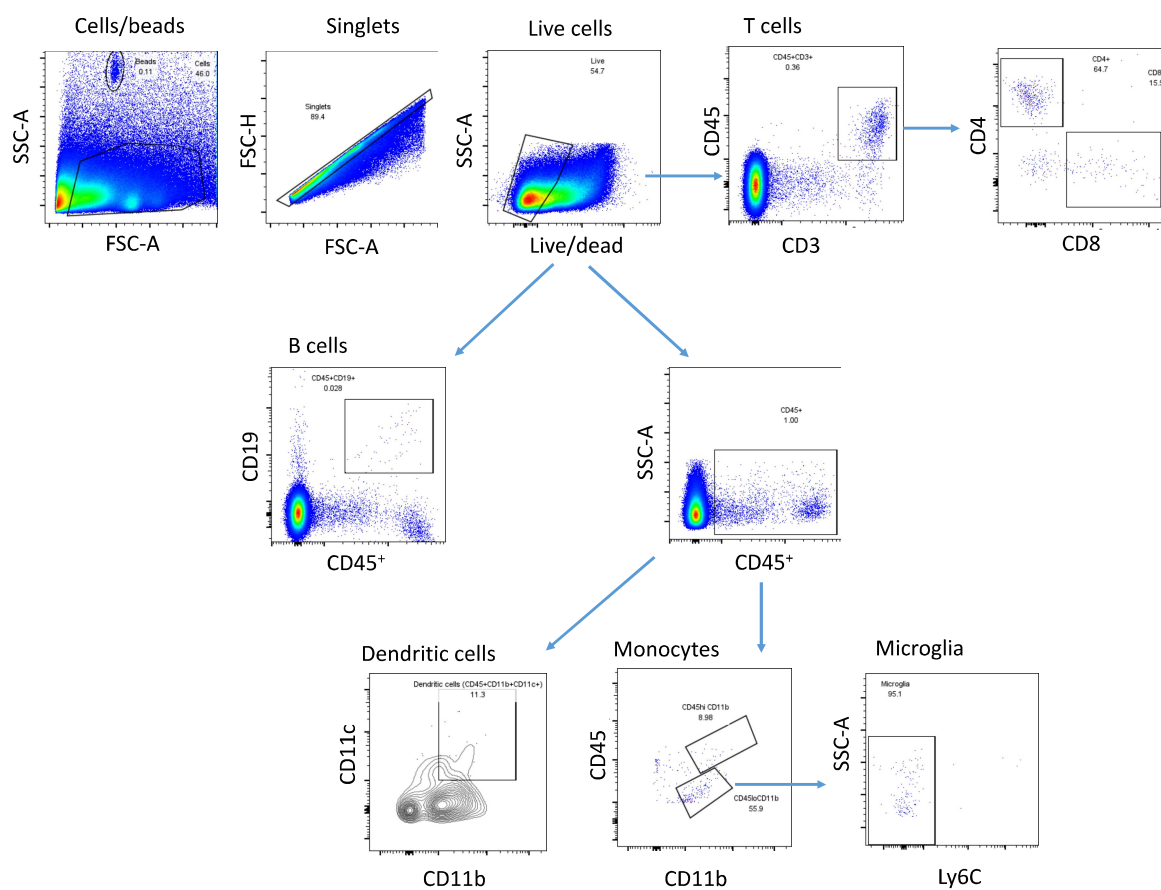

**Supplementary figure 7. Immune response kinetics in mice.** Gating strategy for flow cytometry analysis of murine eyes.

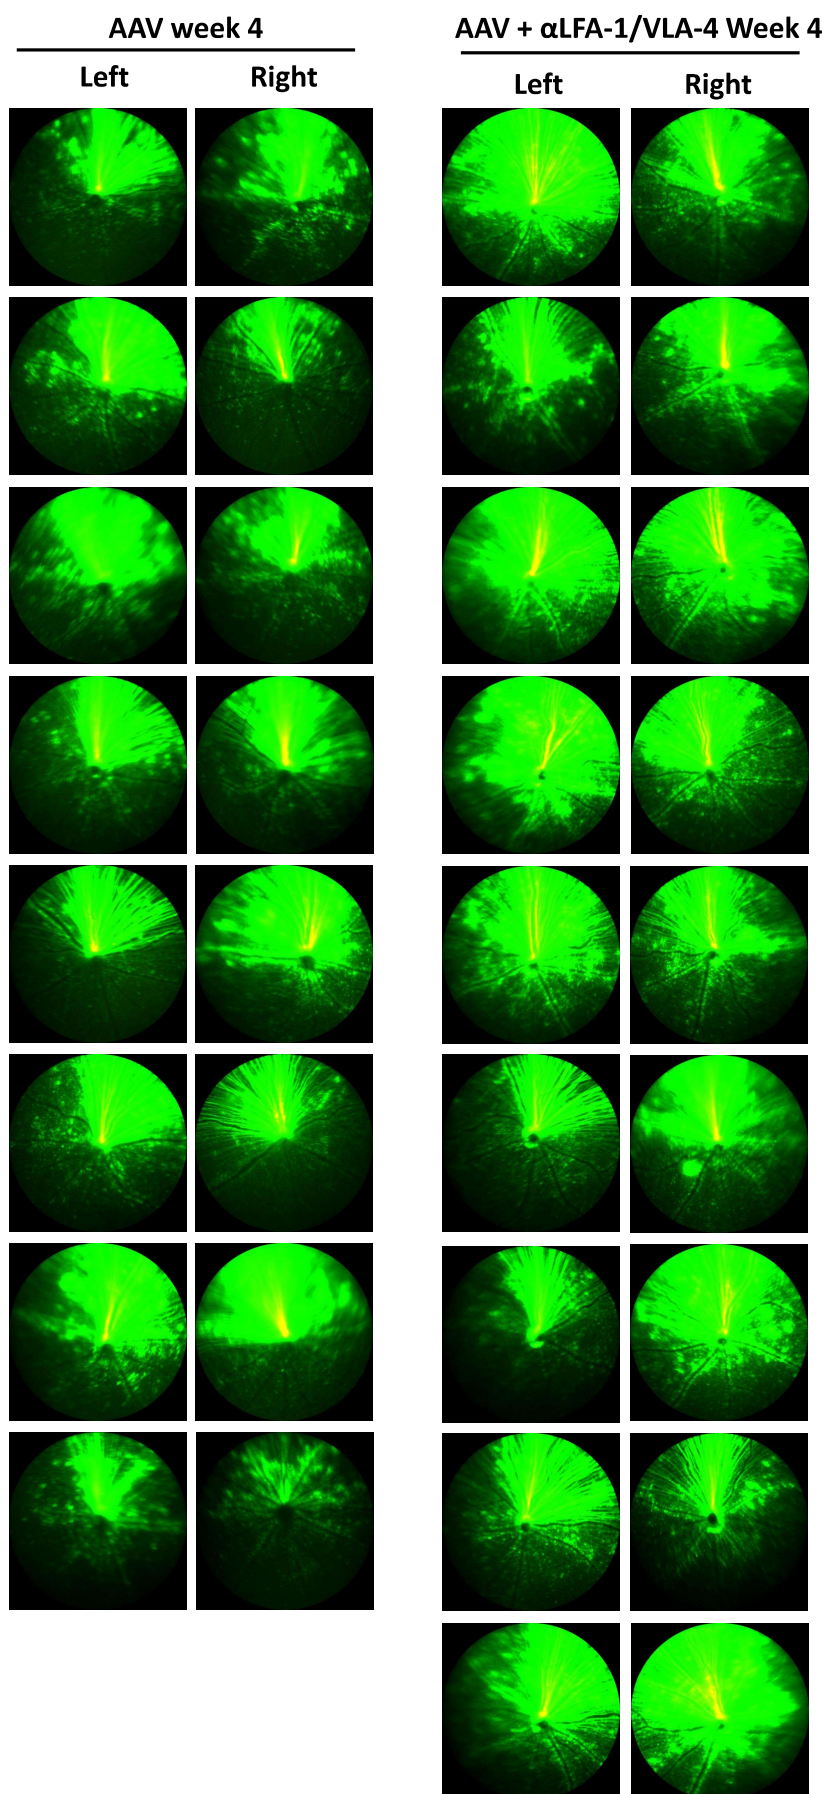

**Supplementary figure 8. Fundus imaging of GFP fluorescence.** Fundus images of individual eyes injected with AAV-GFP with (N=18) or without (N=16) concomitant treatment with  $\alpha$ LFA-1/VLA-4 antibodies 4 weeks post-AAV injection.

Supplementary Table 1. Ocular evaluation of uveitis scores at baseline.

| Baseline        |         |     |                    |          |           |         |                |               |        |               |                        |                |      |                   |               |               |                  |                     |                   |                     |             |       |
|-----------------|---------|-----|--------------------|----------|-----------|---------|----------------|---------------|--------|---------------|------------------------|----------------|------|-------------------|---------------|---------------|------------------|---------------------|-------------------|---------------------|-------------|-------|
|                 |         |     | Anterior Segment   |          |           |         |                |               |        |               |                        |                |      | Posterior Segment |               |               |                  |                     |                   |                     |             |       |
| Treatment       | #Animal | Eye | Conjunctiva        |          |           | Cornea  |                |               | Iris   |               |                        |                |      | Ocular Fundus     |               |               |                  |                     |                   |                     | Total Score |       |
|                 |         |     | Redness Congestion | Chemosis | Discharge | Opacity | Areas Involved | Cornea Pannus | Values | Aqueous Flare | Pupillary Light Reflex | Cellular Flare | Lens | Normal?           | Vitreous Haze | Vitreous Cell | Optic Disc/Nerve | Retinal Vasculature | Retinal Pathology | Choroidal Pathology |             |       |
|                 |         |     |                    |          |           |         |                |               |        |               |                        |                |      |                   |               |               |                  |                     |                   |                     |             | (0-3) |
| AAAV7m8-CAG-GFP | 1       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 2       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 3       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 4       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 5       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 6       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 7       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
| Vehicle         | 8       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 9       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 10      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 11      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 | 12      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |
|                 |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0    | 0                 | yes           | 0             | 0                | 0                   | 0                 | 0                   | 0           | 0     |

Supplementary Table 2. Ocular evaluation of uveitis scores at week 1 post-injection.

| Week 1           |         |     |                    |          |           |         |                |               |        |               |                        |                |       |                   |               |               |                  |                     |                   |                     |             |
|------------------|---------|-----|--------------------|----------|-----------|---------|----------------|---------------|--------|---------------|------------------------|----------------|-------|-------------------|---------------|---------------|------------------|---------------------|-------------------|---------------------|-------------|
|                  |         |     | Anterior Segment   |          |           |         |                |               |        |               |                        |                |       | Posterior Segment |               |               |                  |                     |                   |                     |             |
| Treatment        | #Animal | Eye | Conjunctiva        |          |           | Cornea  |                |               | Iris   |               |                        |                |       | Ocular Fundus     |               |               |                  |                     |                   |                     | Total Score |
|                  |         |     | Redness Congestion | Chemosis | Discharge | Opacity | Areas Involved | Cornea Pannus | Values | Aqueous Flare | Pupillary Light Reflex | Cellular Flare | Lens  | Normal?           | Vitreous Haze | Vitreous Cell | Optic Disc/Nerve | Retinal Vasculature | Retinal Pathology | Choroidal Pathology |             |
|                  |         |     | (0-3)              | (0-4)    | (0-3)     | (0-4)   | (0-4)          | (0-2)         | (0-4)  | (0-3)         | (0-2)                  | (0-4)          | (0-1) | Yes/No            | (0-4)         | (0-4)         | (0-1)            | (0-1)               | (0-4)             | (0-4)               |             |
| AAAAV7m8-CAG-GFP | 1       | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 2       | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 3       | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 4       | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 5       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
|                  |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
|                  | 6       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
|                  |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
|                  | 7       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
|                  |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
| Vehicle          | 8       | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 9       | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 10      | L   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  |         | R   | -                  | -        | -         | -       | -              | -             | -      | -             | -                      | -              | -     | -                 | -             | -             | -                | -                   | -                 | -                   | N.D.        |
|                  | 11      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
|                  |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes               | 0             | 0             | 0                | 0                   | 0                 | 0                   | 0           |
| 12               | L       | 0   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | yes   | 0                 | 0             | 0             | 0                | 0                   | 0                 | 0                   |             |
|                  | R       | 0   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | yes   | 0                 | 0             | 0             | 0                | 0                   | 0                 | 0                   |             |

Supplementary Table 3. Ocular evaluation of uveitis scores at week 2 post-injection.

| Week 2         |         |     |                    |          |           |         |                |               |        |               |                        |                |       |         |                   |               |                  |                     |                   |                     |   |             |
|----------------|---------|-----|--------------------|----------|-----------|---------|----------------|---------------|--------|---------------|------------------------|----------------|-------|---------|-------------------|---------------|------------------|---------------------|-------------------|---------------------|---|-------------|
|                |         |     | Anterior Segment   |          |           |         |                |               |        |               |                        |                |       |         | Posterior Segment |               |                  |                     |                   |                     |   |             |
| Treatment      | #Animal | Eye | Conjunctiva        |          |           | Cornea  |                |               | Iris   |               |                        |                |       |         | Ocular Fundus     |               |                  |                     |                   |                     |   | Total Score |
|                |         |     | Redness Congestion | Chemosis | Discharge | Opacity | Areas Involved | Cornea Pannus | Values | Aqueous Flare | Pupillary Light Reflex | Cellular Flare | Lens  | Normal? | Vitreous Haze     | Vitreous Cell | Optic Disc/Nerve | Retinal Vasculature | Retinal Pathology | Choroidal Pathology |   |             |
|                |         |     | (0-3)              | (0-4)    | (0-3)     | (0-4)   | (0-4)          | (0-2)         | (0-4)  | (0-3)         | (0-2)                  | (0-4)          | (0-1) | Yes/No  | (0-4)             | (0-4)         | (0-1)            | (0-1)               | (0-4)             | (0-4)               |   |             |
| AAV7m8-CAG-GFP | 1       | L   | 1                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | 0       | yes               | 0             | 0                | 0                   | 0                 | 0                   | 0 | 1           |
|                |         | R   | 1                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | 0       | yes               | 0             | 0                | 0                   | 0                 | 0                   | 0 | 1           |
|                | 2       | L   | 1                  | 0        | 0         | 0       | 0              | 0             | 1      | 1             | 1                      | 1              | 0     | yes     | 0                 | 0             | 0                | 1                   | 0                 | 0                   | 6 |             |
|                |         | R   | 1                  | 0        | 0         | 0       | 0              | 0             | 1      | 1             | 1                      | 0              | 0     | yes     | 0                 | 0             | 0                | 1                   | 0                 | 0                   | 5 |             |
|                | 3       | L   | 1                  | 0        | 0         | 0       | 0              | 0             | 1      | 1             | 1                      | 0              | 0     | yes     | 0                 | 0             | 0                | 1                   | 1                 | 0                   | 6 |             |
|                |         | R   | 1                  | 0        | 0         | 0       | 0              | 0             | 1      | 1             | 1                      | 0              | 0     | yes     | 0                 | 0             | 0                | 1                   | 1                 | 0                   | 6 |             |
|                | 4       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 1      | 1             | 1                      | 0              | 0     | yes     | 0                 | 0             | 0                | 1                   | 1                 | 0                   | 5 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 1      | 1             | 1                      | 0              | 0     | yes     | 0                 | 0             | 0                | 1                   | 1                 | 0                   | 5 |             |
|                | 5       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                | 6       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                | 7       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
| Vehicle        | 8       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                | 9       | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                | 10      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                | 11      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                | 12      | L   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |
|                |         | R   | 0                  | 0        | 0         | 0       | 0              | 0             | 0      | 0             | 0                      | 0              | 0     | yes     | 0                 | 0             | 0                | 0                   | 0                 | 0                   | 0 |             |

**Supplementary Table 4.** Ocular evaluation of uveitis scores at week 4 post-injection.

| Week 4         |         |     |                       |          |           |         |                   |                  |        |                  |                           |                   |                   |         |                  |                  |                     |                        |                      |                        |                |    |
|----------------|---------|-----|-----------------------|----------|-----------|---------|-------------------|------------------|--------|------------------|---------------------------|-------------------|-------------------|---------|------------------|------------------|---------------------|------------------------|----------------------|------------------------|----------------|----|
|                |         |     | Anterior Segment      |          |           |         |                   |                  |        |                  |                           |                   | Posterior Segment |         |                  |                  |                     |                        |                      |                        |                |    |
|                |         |     | Conjunctiva           |          |           | Cornea  |                   |                  | Iris   |                  |                           |                   | Ocular Fundus     |         |                  |                  |                     |                        |                      |                        |                |    |
| Treatment      | #Animal | Eye | Redness<br>Congestion | Chemosis | Discharge | Opacity | Areas<br>Involved | Cornea<br>Pannus | Values | Aqueous<br>Flare | Pupillary<br>Light Reflex | Cellular<br>Flare | Lens              | Normal? | Vitreous<br>Haze | Vitreous<br>Cell | Optic<br>Disc/Nerve | Retinal<br>Vasculature | Retinal<br>Pathology | Choroidal<br>Pathology | Total<br>Score |    |
|                |         |     | (0-3)                 | (0-4)    | (0-3)     | (0-4)   | (0-4)             | (0-2)            | (0-4)  | (0-3)            | (0-2)                     | (0-4)             | (0-1)             | Yes/No  | (0-4)            | (0-4)            | (0-1)               | (0-1)                  | (0-4)                | (0-4)                  |                |    |
| AAV7m8-CAG-GFP | 1*      | L   | -                     | -        | -         | -       | -                 | -                | -      | -                | -                         | -                 | -                 | -       | -                | -                | -                   | -                      | -                    | -                      | -              |    |
|                |         | R   | -                     | -        | -         | -       | -                 | -                | -      | -                | -                         | -                 | -                 | -       | -                | -                | -                   | -                      | -                    | -                      | -              |    |
|                | 2#      | L   | 2                     | 1        | 0         | 3       | 4                 | 0                | 1      | 0                | 1                         | 0                 | 0                 |         |                  |                  |                     | Not visible            |                      |                        | 12             |    |
|                |         | R   | 2                     | 2        | 0         | 1       | 4                 | 0                | 1      | 2                | 1                         | 2                 | 0                 |         |                  |                  |                     | Not visible            |                      |                        | 12             |    |
|                | 3#      | L   | 2                     | 2        | 0         | 1       | 4                 | 0                | 1      | 2                | 1                         | 2                 | 0                 |         |                  |                  |                     | Not visible            |                      |                        | 15             |    |
|                |         | R   | 2                     | 1        | 0         | 2       | 4                 | 0                | 1      | 2                | 1                         | 2                 | 0                 |         |                  |                  |                     | Not visible            |                      |                        | 15             |    |
|                | 4#      | L   | 2                     | 1        | 0         | 2       | 4                 | 0                | 1      | 2                | 1                         | 2                 | 0                 |         |                  |                  |                     | Not visible            |                      |                        | 15             |    |
|                |         | R   | 2                     | 1        | 0         | 2       | 4                 | 0                | 1      | 2                | 1                         | 2                 | 0                 |         |                  |                  |                     | Not visible            |                      |                        | 15             |    |
|                | 5†      | L   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | Yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                |         | R   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | Yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                | 6†      | L   | 1                     | 0        | 0         | 1       | 4                 | 0                | 0      | 1                | 0                         | 0                 | 0                 | 0       | Yes              | 2                | 0                   | 0                      | 0                    | 4                      | 0              | 13 |
|                |         | R   | 1                     | 0        | 0         | 1       | 4                 | 0                | 0      | 0                | 1                         | 0                 | 0                 | 0       | Yes              | 2                | 0                   | 0                      | 0                    | 4                      | 0              | 13 |
|                | 7†      | L   | 1                     | 1        | 0         | 1       | 4                 | 0                | 0      | 0                | 2                         | 1                 | 0                 | 0       |                  |                  |                     |                        | Not visible          |                        |                | 10 |
|                |         | R   | 1                     | 1        | 0         | 1       | 4                 | 0                | 0      | 0                | 2                         | 1                 | 0                 | 0       |                  |                  |                     |                        | Not visible          |                        |                | 10 |
| Vehicle        | 8*      | L   | -                     | -        | -         | -       | -                 | -                | -      | -                | -                         | -                 | -                 | -       | -                | -                | -                   | -                      | -                    | -                      | -              |    |
|                |         | R   | -                     | -        | -         | -       | -                 | -                | -      | -                | -                         | -                 | -                 | -       | -                | -                | -                   | -                      | -                    | -                      | -              |    |
|                | 9#      | L   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                |         | R   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                | 10#     | L   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                |         | R   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                | 11†     | L   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                |         | R   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                | 12†     | L   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |
|                |         | R   | 0                     | 0        | 0         | 0       | 0                 | 0                | 0      | 0                | 0                         | 0                 | 0                 | 0       | yes              | 0                | 0                   | 0                      | 0                    | 0                      | 0              | 0  |

\* Animals sacrificed on day 15; # animals sacrificed on day 24; † animals sacrificed on day 28.

**Supplementary Table 5.** Detail of the number of porcine aqueous and vitreous humor samples used for pro-inflammatory factor analyses.

| N° Eyes per sample | Vehicle | AAV Baseline | AAV Week 1 | AAV Week 2 | AAV Week 4 (cohort 1) | AAV Week 4 (Cohort 2) |
|--------------------|---------|--------------|------------|------------|-----------------------|-----------------------|
| Aqueous            | 8       | 8            | 8          | 8          | 6                     | 4                     |
| Vitreous           | 6       | N.D.         | N.D.       | 2          | 3                     | 4                     |

**Supplementary Table 6.** Antibodies used for IF, MSD and flow cytometry.

| Antibodies for MACSima imaging                                         | Dilution      | Source               | Catalog number |
|------------------------------------------------------------------------|---------------|----------------------|----------------|
| Phospho-Histone H2A.X (Ser139) Monoclonal Antibody (clone CR55T33), PE | 1:50          | Thermo Fisher        | 12-9865-42     |
| Alexa Fluor® 647 Anti-Iba1 antibody (clone EPR16588)                   | 1:50          | Abcam                | ab225261       |
| SLA Class II DR Monoclonal Antibody (clone 2E9/13), FITC               | 1:50          | Thermo Fisher        | MA5-16490      |
| GFAP Antibody, anti-human/mouse/rat, PE, REAfinity™                    | 1:50          | Miltenyi Biotec      | 130-118-351    |
| Brn-3a/BRN3A/POU4F1 Antibody (14A6)                                    | 1:50          | Santa Cruz           | sc-8429        |
| Cleaved Caspase-3 (Asp175) Antibody                                    | 1:200         | Cell Signaling       | 9661           |
| Factor IX Polyclonal Antibody – Affinity Purified – FITC Conjugated    | 1:50          | Affinity biologicals | GAFIX-APFTC    |
| Antibody kits for MSD capture and detection                            | Concentration | Source               | Catalog number |
| Swine IL-6 ELISA                                                       | 1 µg/ml       | King Fisher Biotech  | DIY0727S       |
| Swine CXCL10 (IP-10) ELISA                                             | 2 µg/ml       | King Fisher Biotech  | DIY0723S       |
| Swine CCL3L1 ELISA                                                     | 1 µg/ml       | King Fisher Biotech  | DIY0720S       |
| Swine CCL2 (MCP-1) ELISA                                               | 1 µg/ml       | King Fisher Biotech  | DIY0719S       |
| Antibodies for flow cytometry                                          | Dilution      | Source               | Catalog number |
| <b>Mouse studies</b>                                                   |               |                      |                |
| Brilliant Violet 421™ anti-mouse CD45 Antibody, clone 30-F11           | 1:200         | Biolegend            | 103133         |
| Alexa Fluor® 700 anti-mouse CD3 Antibody, clone 17A2                   | 1:200         | Biolegend            | 100216         |
| Brilliant Violet 785™ anti-mouse CD4 Antibody, clone RM4-5             | 1:200         | Biolegend            | 100551         |
| APC/Cyanine7 anti-mouse CD8a Antibody, clone 53-6.7                    | 1:200         | Biolegend            | 100714         |
| PE/Dazzle™ 594 anti-mouse CD19 Antibody, clone 6D5                     | 1:200         | Biolegend            | 115554         |
| Brilliant Violet 785™ anti-mouse Ly-6C Antibody, clone HK1.4           | 1:200         | Biolegend            | 128041         |
| PE/Dazzle™ 594 anti-mouse CD11c Antibody, clone N418                   | 1:200         | Biolegend            | 117348         |
| PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody, clone M1/70          | 1:200         | Biolegend            | 101228         |
| TruStain FcX™ PLUS (anti-mouse CD16/32) Antibody                       | 1:200         | Biolegend            | 156604         |
| <b>Pig studies</b>                                                     |               |                      |                |
| CD45 Monoclonal Antibody (clone K252.1E4)                              | 1:200         | Thermo Fisher        | MA5-28391      |
| SLA Class II DR Monoclonal Antibody (clone 2E9/13)                     | 1:200         | Thermo Fisher        | MA5-28503      |
| PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody (clone M1/70)         | 1:200         | Biolegend            | 101228         |
| PE anti-human CD135 (Flt-3/Ftk-2) (clone BV10A4H2)                     | 1:200         | Biolegend            | 313305         |
| BD Pharmingen™ PerCP-Cy™5.5 Mouse Anti-Pig CD3ε                        | 1:200         | BD Biosciences       | 561478         |
| Fc Receptor Binding Inhibitor Polyclonal Antibody, eBioscience™        | 1:5           | Thermo Fisher        | 14-9161-73     |

How the deposited data were processed for this re-analysis (not part of the article)

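Single-nucleus RNA sequencing of pig retinas was analysed for 8 retinas of 6 animals: both eyes of 1 AAV-injected and 1 vehicle-injected animal at week 2, and the left eyes of 2 AAV-injected and 2 vehicle-injected animals at week 4. Before deposit, the authors aligned the reads to Sscrofa11.1 (Ensembl gene annotation) with EGFP added and counted UMIs per gene and nucleus with Cell Ranger. They deposited these counts without normalization as matrices of filtered barcodes, 4 lanes per retina, and gave no cell type for a nucleus. The files list 35683 genes including EGFP, of which 18050 have an identifier and no symbol. A table of gene names paired 80 of these with a name, and the others are given by identifier. Coordinates are from the RefSeq annotation of Sscrofa11.1, in which 14547 of the files' symbols were found. The smallest number of UMIs in a barcode was 500. Total UMIs per retina ran from 121544835 to 173614051, and this depth sets the counting error given as exact binomial or Poisson intervals, which leave out the differences between animals.

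Nuclei were filtered with a mixture model of mitochondrial share on genes detected, after miQC, at a posterior of 0.75. The largest mitochondrial share kept lay between 0.300% and 0.581% per retina. For clustering, 2500 kept nuclei per lane were drawn at random (seed 1), log-normalized, scaled and reduced to 30 principal components of 2000 variable genes. They were clustered with the Leiden algorithm at resolution 1 on a graph of shared neighbours, and every other nucleus took the majority cluster of its 20 nearest drawn nuclei. EGFP, the mitochondrial genes and the interferon-stimulated list were left out of this step. A doublet score after Scrublet was computed per lane but removed no nucleus in the reported values. Clusters were named by fixed markers. The rule that turns markers into a name was changed 3 times after clusters had been seen, as was the limit of 0.1 on the median doublet score above which a cluster with few markers of its own among its leading genes stayed unnamed as mixed. Clusters so kept out held 5.19% of nuclei in vehicle-injected and 5.29% in AAV-injected retinas at week 2, and 5.73% and 5.30% at week 4. All unnamed clusters held 14.5%, 15.5%, 16.1% and 9.67% in the same order. The difference between weeks in the share of a class was tested with edgeR on nuclei per class and animal, with the interaction of treatment and week, all nuclei of an animal as library size and adjustment over 11 classes, lymphocytes and unnamed nuclei included. Nuclei of the microglia and lymphocyte classes were clustered again among themselves to tell T or NK cells from B or plasma cells.

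The labels give each of the 4 groups a batch of its own, without saying whether of library preparation, sequencing or another step, so no fit with batch as a term was possible. Counts were summed per retina and cell type. At week 4, edgeR's quasi-likelihood test compared 2 AAV-injected with 2 vehicle-injected animals after TMM scaling and edgeR's filter on low counts, with Benjamini-Hochberg adjustment per cell type and a threshold of 0.05. Between 10742 genes in microglia and 22075 in amacrine cells were tested. On simulated counts for rods, with 19127 genes of which 200 were changed, all 100% of the changed genes were recovered and 9.50% of the calls were of unchanged genes. For microglia, with 10177 genes, 82% were recovered and 1.21% of the calls were of unchanged genes. At week 2 there was 1 animal per arm, so the week 2 groups were compared without a p-value and gene lists were set against 10000 random lists matched on size and mean expression. At week 4 gene lists were tested with limma's camera at a preset correlation of 0.01, with fry, camera with an estimated correlation and fgsea as alternatives. Lists of 52 interferon-stimulated genes, 25 complement genes, 28 p53 targets, 25 apoptosis genes, 28 genes of TNF and NF-kB signaling and 29 of IL-6, JAK and STAT3 signaling were written from general knowledge, since the Hallmark sets were not used here. Genes named in the text are those the paper names, the 5 higher and the 5 lower genes past the threshold in the most cell types at week 4 and higher, or lower, in both AAV-injected than in both vehicle retinas, and per cell type the 3 largest fold changes past the threshold without overlap between groups. HERC5, CP, ADAMTS1, PARP14, A2M, PTX3, CALCR, CD163, WDFY4, RUNX1 and the leading genes of immune sub-clusters were named as leading genes of clusters after their values were seen. For a gene without counts in the vehicle retinas, a fold is a lower bound against 3 counts over the vehicle retinas together. CCL3L1 and POU4F1 had too few counts to be tested, and the genes of SLA-DR are not analysed here because the files do not list them by symbol.

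Alternatives covered the filter on nuclei, doublets, clustering resolution, depth, the definition of a positive nucleus, thinning, the count model, the filter on low counts, scaling, the animals entering a fit, the set test and each retina left out in turn. The mapping of samples, the markers, the lists, the rule for naming genes, the tests and these alternatives were chosen before the data were examined, apart from those said to be chosen later. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0.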

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

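Of the tests in this part, those of doublets, free RNA and a shift of gene levels for the lymphocytes, of rods in the denominator and of unnamed nuclei for the shares, and the tests of the difference between weeks, for shares and for genes, were chosen only after the result was seen. No group held 4 or more animals, so no sample was compared with the rest of its group.

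Nuclei with markers of T or NK cells made up 1.59% of the nuclei in AAV-injected retinas at week 4 (816 and 697 nuclei in animals 7248 and 7249), and nuclei with markers of B or plasma cells 1.53% (740 and 721 nuclei). The paper does not report these populations for the snRNAseq data. The vehicle retinas of week 4 held 0 of either, which allows shares of up to 0.00897% as the upper end of the exact interval, and those of week 2 held 1 T or NK nucleus per eye. The AAV-injected eyes of week 2 held 6 and 8 T or NK nuclei and 0 B or plasma nuclei. Sub-clusters were led by FOXP3, IL2RA and CTLA4 (118 nuclei) and by GZMA, ASPM and BUB1 (321 nuclei) among others. Doublets of retinal nuclei are argued against, since the lymphocyte share was 3.73% without the nuclei of highest doublet score and 3.42% with them. Free RNA of lymphocytes in droplets of other nuclei was weighed by class markers, since such nuclei would keep those of their own class. In each of the 9 classes and both retinas, the median level of the class markers in lymphocytes was at most 0.0691 of their level in the class itself. This was under the limit of 0.5, although single markers reached up to 1.70 times their level in the class. The nuclei were clustered by expression and named because lymphocyte markers scored highest, which favours low levels of other markers in advance. The value of 0.0691 thus does not decide on free RNA. Blood left in the tissue is argued against by HBB in the vehicle retinas. HBB was at 0.0846 CPM in the AAV-injected retinas of week 4 and between 0.136 and 5.83 CPM in the vehicle retinas. In the AAV-injected eyes of week 2 it was lower, at 0.023 and 0.030 CPM, which goes the other way. Nuclei with a shift of gene levels shared by a whole batch would keep these class markers too. The same value of 0.0691 does not decide on such a shift either, since clustering and naming favoured it in advance. Each group had a batch of its own, so nuclei brought in with the tissue of that batch cannot be told apart from an effect of AAV injection, and no test bears on this. Entry of lymphocytes after AAV injection is a hypothesis that may account for the nuclei, and the staining data needed to place them in the tissue were not used here. Median UMIs of 995.5 and 1102.5 per lymphocyte limit how finely they can be divided.

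In 5 classes, both AAV-injected retinas lay on one side of both vehicle retinas at week 2 and on the other side at week 4. AAV minus vehicle, rods differed by -8.03 percentage points at week 2 and 24.9 at week 4, Müller cells by 1.42 and -8.61, bipolar cells by 3.89 and -3.52, cones by 1.5 and -3.88 and horizontal cells by 0.265 and -0.276. In edgeR's quasi-likelihood test of the difference between weeks over the 6 animals, with 2 residual degrees of freedom from week 4 and the week 2 animals assumed to vary alike, Müller cells passed the threshold (adjusted p = 0.00643), and rods (adjusted p = 0.0741), cones (0.331), bipolar cells (0.32) and horizontal cells (0.32) did not. Microglia and lymphocytes, which were higher in the AAV-injected than in the vehicle-injected animals at both weeks, passed it too (adjusted p = 0.00167 each, edgeR). Microglia made up 0.287% and 0.177% of nuclei in AAV-injected and vehicle-injected animals at week 2 and 2.25% and 0.199% at week 4, and lymphocytes 0.0282% and 0.00216% at week 2 and 3.42% and 0 at week 4. The filter on nuclei is argued against for rods, which with no filter made up 44.7% and 54.8% in the AAV-injected and 33.4% and 21.3% in the vehicle-injected retinas at week 4, a mean of 49.7% in the AAV-injected ones. For bipolar cells, cones and horizontal cells the rise of rods in the denominator may account for week 4, since among nuclei that are not rods the groups then overlapped in all 3. Overlap of so few retinas does not exclude other causes. At week 2 such shares still separated in bipolar cells (19.98% and 23.0% against 17.84% and 18.68% with vehicle). The same held for horizontal cells (1.736% and 1.762% against 1.684% and 1.462%), while cones overlapped. The rise of rods is not enough for Müller cells at week 4. Among nuclei that are not rods they made up 7.39% and 3.38% in the AAV-injected and 15.1% and 15.2% in the vehicle-injected retinas, a mean of 5.38% in the AAV-injected ones. Amacrine cells, at 10.8% and 18.0% in AAV-injected and vehicle-injected retinas of week 4, overlapped between the groups at week 2 (adjusted p = 0.32 for the difference between weeks, edgeR). Among nuclei that are not rods they made up 22.5% and 20.0% in the AAV-injected and 23.3% and 24.3% in the vehicle-injected retinas, a mean of 21.3% in the AAV-injected ones. The groups did not overlap, and their means differed by slightly more than the AAV-injected retinas differed from each other, while the nearest retinas of the 2 groups differed by less. With 2 retinas per group, rods in the denominator cannot be told apart from a lower share of amacrine cells. Unnamed nuclei were fewer in the AAV-injected retinas of week 4, at 9.67%. Among nuclei that are not rods they made up 19.32% and 18.81%, against 21.49% and 21.05% in the vehicle-injected retinas. No rise of unnamed nuclei was thus seen. The classes within unnamed clusters were not examined, so Müller nuclei among them are not excluded. How much of each layer was dissected, the yield of nuclei per class, batch and a loss of Müller cells after AAV injection stay open and may each contribute.

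In a fit over the 6 animals with an interaction of treatment and week, edgeR called genes whose change differed between weeks: 527 in Müller cells, 183 in astrocytes, 118 in microglia, 83 in rods, 47 in RGCs, 13 in cones, 13 in amacrine cells and 10 in horizontal cells. In bipolar cells edgeR called 0, with 2534 at an unadjusted p under 0.05. The spread in this fit comes from the week 4 animals, and the single animals of week 2 are assumed to vary like them. Of the gene lists, the median change of TNF and NF-kB signaling was larger at week 4 by 1.55 on the log2 scale in astrocytes, 1.53 in horizontal cells, 1.31 in microglia, 0.658 in amacrine cells and 0.647 in rods. That of IL-6, JAK and STAT3 was larger by 0.850 in astrocytes, 0.704 in RGCs, 0.64 in horizontal cells, 0.512 in rods, 0.455 in cones and 0.407 in amacrine cells. Complement was larger by 1.12 in astrocytes and p53 targets by 0.351 in Müller cells. The interferon-stimulated genes changed more at week 4 in RGCs, by 0.849, and less in Müller cells, by -0.868, and astrocytes, by -0.659. These lists passed the threshold of limma camera at its preset correlation, and none passed with fry (lowest adjusted p = 0.0945). The differences thus depend on the choice of test. Batch, the day of sacrifice and a course of the response over time cannot be separated with these animals, and no test bears on which of them applies.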

How the results depend on the processing

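Leaving out nuclei under 1000 UMIs, counting lymphocytes with microglia and the tests of the difference between weeks were chosen after the data were seen. A share was taken as kept when it moved by no more than 1 SD between the retinas or animals, a number of genes or cell types when it stayed within 1.5 times its value, and a correlation or a single gene when it stayed on the same side of the threshold of 0.05, with the same sign for correlations and for genes past the threshold. Leaving out nuclei under 500 UMIs removed no nucleus and says nothing about stability, so it is not counted here, nor are the calls between eyes at week 2, which are another measure than the counts over 2-fold. Of the comparisons under the other alternatives, 405 were kept, 98 moved and 1 reversed. Of the single genes named, 2821 results kept their call, 68 gained significance, 0 of those past the threshold reversed and the others lost significance, 48 of them in the fit of all 6 animals. All alternatives listed in advance were run. For the moved values that follow, the cause was not tested unless given.

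The shares of nuclei at week 4 in AAV-injected retinas, 9.23% for cones, 11.0% for bipolar cells, 0.349% for RGCs and 3.42% for lymphocytes, moved with the filters. With no filter on nuclei they were 8.88%, 10.6%, 0.334% and 4.40%. With mitochondrial shares of at most 5%, bipolar cells were at 10.7%, RGCs at 0.336% and lymphocytes at 4.38%. Without the top 8% of doublet scores the shares were 11.6% for bipolar cells, 0.363% for RGCs and 3.73% for lymphocytes, and with the resolution doubled 10.6% for bipolar cells. Without nuclei under 1000 UMIs they were 0.361% for RGCs and 1.88% for lymphocytes, whose median depth lies near that limit. With the interferon list and EGFP kept for clustering, microglia went from 2.25% to 3.42%. The naming of clusters was settled after clusters had been seen, and a mixed cluster of 2.48% of the nuclei in these retinas, with leading genes of microglia, would raise the microglia share if named so.

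GFP-positive shares depend on the definition. At least 2 EGFP UMIs were held by 0.447% of rods, 0.316% of cones, 3.23% of bipolar cells, 1.39% of amacrine cells, 4.36% of horizontal cells, 30.9% of RGCs, 0.729% of Müller cells, 2.90% of astrocytes and 0.237% of microglia. Thinned to 1000 UMIs, the shares with at least 1 were 2.16%, 1.3%, 3.58%, 1.89%, 1.79%, 8.96%, 1.71%, 1.02% and 1.04% in the same order, and thinned to 500 UMIs 0.998%, 0.642%, 1.88%, 1.07%, 1.08%, 4.5%, 1.2%, 0.868% and 0.437%. Fewer UMIs per nucleus lower such a share by construction. RGCs stayed highest under each of these. With no filter on nuclei 5.01% of rods were positive, and without nuclei under 1000 UMIs 3.09% of microglia. Among GFP-positive nuclei, cones went from 7.87% to 7.38% with no filter, 7.29% without the top doublet scores and 3.13% at 2 UMIs, at which bipolar cells made up 40.8% and RGCs 11.9%. Thinned to 1000 UMIs, CCL2 was detected in 5.41% of astrocytes and 2.11% of Müller cells, and CXCL10 in 14.1% of microglia, 1.84% of astrocytes and 0.626% of Müller cells. Without the top doublet scores, CXCL10 was detected in 4.21% of astrocytes and 2.25% of Müller cells.

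Numbers of genes past the threshold at week 4 were 1418 in rods, 144 in cones, 349 in bipolar cells, 787 in amacrine cells, 728 in horizontal cells, 671 in RGCs, 4086 in Müller cells, 1970 in astrocytes and 1067 in microglia. With DESeq2 they were 2160 in rods, 343 in cones, 572 in bipolar cells, 447 in horizontal cells, 298 in RGCs, 2712 in Müller cells and 1074 in astrocytes. With no filter on low counts they were 3479 in rods, 467 in cones, 1750 in amacrine cells, 1457 in horizontal cells, 2970 in astrocytes and 1708 in microglia. Against 3 vehicle animals they were 2460 in rods, 263 in cones and 1647 in microglia. In the fit of all 6 animals they were 111 in rods, 77 in cones, 149 in bipolar cells, 261 in amacrine cells, 223 in horizontal cells, 172 in RGCs, 1321 in Müller cells and 289 in astrocytes. With no filter on nuclei rods had 3029. Of the 11220 calls over the 9 cell types, DESeq2 kept 7869 (70.1%), the fit of 6 animals 3120 (27.8%) and that against 3 vehicle animals 10068 (89.7%). The filters, resolution, doublets and TMM scaling each kept between 91.9% and 97.4%. With each retina left out in turn, between 6217 and 7586 calls were kept, assuming that the lone retina of an arm varies like the other group. The numbers then ran from 457 to 1803 in rods, 61 to 335 in cones, 231 to 653 in bipolar cells and 1255 to 3648 in Müller cells. Single animals decided some of them. Without vehicle animal 7250 rods had 457, cones 61 and bipolar cells 231, and without 7251 rods had 847. Without AAV-injected animal 7248 cones had 335, bipolar cells 653 and Müller cells 1255, and without 7249 they had 270, 553 and 1438.

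Camera with an estimated correlation called 0 cell types for each of the 6 lists, where the preset correlation called 9 for interferon-stimulated genes, 8 for complement, 3 for p53 targets, 7 for apoptosis, 9 for TNF and NF-kB and 9 for IL-6, JAK and STAT3. With fry, p53 targets passed in 5. With each retina left out in turn apoptosis passed in 4 (without animal 7248) to 9 (without 7250). At week 2, edgeR between eyes called 4633 genes in rods, 2651 in cones, 4160 in bipolar cells, 3299 in amacrine cells, 740 in horizontal cells, 326 in RGCs, 541 in astrocytes and 580 in microglia, where 1475, 1382, 1443, 1368, 1370, 1115, 1446 and 1701 differed over 2-fold between the animals. Eyes of one animal are not replicates, and the 2 counts answer different questions. The reversal was that of Spearman's rho between EGFP and CDKN1A, from 0.35 to -0.233 with counts per 10000 UMIs (exact permutation p = 0.552). No paired analysis was possible because the groups compared hold different animals. Depth limits the rare classes most: RGCs had 172 and 161 nuclei and astrocytes 288 and 152 in the AAV-injected retinas of week 4.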

Differences from the paper's values

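Lymphocytes counted with microglia was the alternative of this part chosen only after the values were seen. The paper's percentages given with "about" were read by eye from its figures. Its panels describe nuclei pooled per eye, while the values here are means over animals. A value was taken as within the limit when it lay within 1.5 times the paper's, or no further from it than the SD between the retinas or animals where there was one.

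Among GFP-positive nuclei, the paper shows about 1.1% horizontal cells in Fig. 2D, against 2.13% ± 0.818 here, about 2.1% RGCs against 3.40% ± 0.430, and about 2.1% microglia against 0.903% ± 0.698. With no filter on nuclei RGCs were at 3.00%, within the limit, and the other alternatives set before the data were examined still differed for RGCs, as all of them did for horizontal cells and microglia.

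Of the GFP-positive share per class at week 4, Fig. 2E shows about 23% of RGCs, against 47.5% here, and at least 2 EGFP UMIs gave 30.9%. It shows about 7% of bipolar cells against 10.8%, with 9.28% without animal 7249. For horizontal cells it shows about 4.8% against 15.0%, with 4.36% at 2 EGFP UMIs. For astrocytes it shows about 4.5% against 9.89%, with 6.58% without animal 7248. For amacrine cells it shows about 4% against 8.01%, and no alternative set before the data were examined came within the limit. For rods it shows about 3% against 4.53%, with 4.41% without the top doublet scores, 2.16% thinned to 1000 UMIs and 4.41% without animal 7248. The other alternatives still differed for each class.

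Microglia make up about 2.7% of nuclei in Supplementary Figure 2C, against 0.905% of the nuclei in the 9 classes here, and no alternative set before the data were examined came within the limit. Lymphocytes counted with microglia, chosen after seeing the values, gave 1.98% (5994 of 302418 nuclei).

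For CCL2-positive nuclei, Fig. 5B shows about 9% of astrocytes at week 4, against 35.9% ± 6.15, and about 1.8% at week 2, against 6.61%. Thinning to 1000 UMIs gave 1.25% at week 2, within the limit, and 5.41% at week 4, outside it. It shows about 1.4% of Müller cells at week 4 against 7.03%, and about 1.2% at week 2 against 2.66%, with 2.11% and 1.08% after thinning, both within the limit. For microglia at week 2 it shows about 2.2% against 14.7%, with 5.51% after thinning and no alternative within the limit. For CXCL10-positive nuclei, Fig. 5C shows about 9.8% of microglia at week 4 against 22.9%, and about 1.3% of astrocytes against 5.41%, with 14.1% and 1.84% after thinning, both within the limit. For microglia at week 2 it shows about 2.4% against 12.5%, with 7.65% after thinning and no alternative within the limit. Alternatives not named still differed.

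The paper ranks bipolar cells above rods and amacrine cells among GFP-positive nuclei. Averaged over animals rods were highest at 32.3%, with bipolar cells at 25.6% and amacrine cells at 19.7%, while pooled over nuclei bipolar cells were highest at 28.4%. The paper describes no significant T cell infiltration of pig retinas, where T or NK nuclei here made up 1.59% at week 4 after AAV injection and 0 nuclei in vehicle retinas. The paper's T cell frequencies in pigs are from flow cytometry of whole ocular homogenates in the hFIX cohort. Method, tissue, transgene and animals thus differ from the retinas sequenced here. It lists the p53 pathway in bipolar cells at week 2, where the list used here had a median of 0.02 at percentile 56.6 of matched random lists. It lists it in horizontal cells and microglia at week 4, where adjusted p was 0.508 and 0.0996 with limma camera. In microglia the list passed with fgsea and without vehicle animal 7250, and in horizontal cells under none of the alternatives run. It lists complement in all cell types at week 4, where horizontal cells did not pass (adjusted p = 0.0937, limma camera) except without AAV-injected animal 7249. It lists apoptosis in all cell types too, where cones (adjusted p = 0.237, limma camera) passed only without animal 7249 or 7250. Apoptosis in RGCs (adjusted p = 0.0739, limma camera) passed with fry, against 3 vehicle animals, and without animal 7249, 7250 or 7251. The paper describes the top upregulated genes as mainly interferon-stimulated. Of the 50 largest increases per cell type, genes of the list numbered 27 in horizontal cells, 25 in RGCs, 21 in cones and between 4 and 19 in the other 6. Between 12 (microglia) and 21 (Müller cells) of each 50 had no symbol and could not be matched to the list. Of the 42 genes higher in all 9 cell types, 25 belonged to the list and 10 had no symbol. It describes higher MCP-1 transcription in microglia, where CCL2 was higher in both AAV-injected retinas of week 4 with an adjusted p of 0.104 from edgeR. It passed with DESeq2, with no filter on low counts and in the fit of all 6 animals. The lists are not the Hallmark sets.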

Other observations

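Both tests of the microglia sub-clusters, the tests of mitochondrial genes in 7 classes and in microglia and the use of rod markers to weigh free RNA of Müller nuclei were chosen only after the result was seen. For IGHM, for EGFP with interferon-stimulated genes and for EGFP with CDKN1A, the limits that leave the outcome undecided were also set after the values were seen.

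Interferon-stimulated genes were higher in rods at week 4. Rods without an EGFP UMI changed by a median log2 of 4.15 in the lower retina. The measured change was thus not confined to rods with detected EGFP. Rods without an EGFP UMI can still hold EGFP transcripts below this depth, so whether only transduced rods responded is not decided. Free RNA of other nuclei may contribute and cannot be told apart. The level in rods over that in all nuclei had a median of 0.647 for the 51 interferon-stimulated genes and of 0.178 for 20 lymphocyte markers, but only 9 of the 51 genes lay above every marker, so the levels of the 2 lists overlapped.

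Whether nuclei with EGFP carry a larger interferon response was tested at 1000 UMIs per nucleus. The ratio of list UMIs, with over without EGFP, had a median of 1.1 over 28 pairs of class and retina, and ran from 0.519 to 1.46. It was above 1 in 23 pairs and above the limit of 1.1, set before, in 14. The hypothesis of a larger response in transduced nuclei stays open. For CDKN1A in Müller cells, the share was higher in nuclei with EGFP in 2 of 3 usable retinas, on 2, 5 and 5 positive nuclei, which are too few to decide whether CDKN1A is raised in transduced Müller nuclei.

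IGHM rose in rods and in every class at week 4. It was found in 6.04% of rods, 5.54% of cones, 6.02% of bipolar cells, 6.06% of amacrine cells and 27.6% of lymphocytes. The highest over the lowest UMIs per nucleus among rods, cones, bipolar, amacrine and horizontal cells was 2.29, with an interval of 1.79 to 2.91 that includes the limit of 2 set before, so free RNA of lymphocytes as the source cannot be told apart from other sources.

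Müller genes fell in other classes at week 4, with a median log2 change of the Müller markers of -1.52 in rods, cones, bipolar and amacrine cells. The markers of amacrine cells changed by -1.27 and those of bipolar cells by -0.40 in classes not theirs, and those of microglia by 2.16. The markers of rods changed by -0.35 in classes not theirs, although the share of rods was higher, so free RNA that follows the share of a class does not account for all of these changes. Less free RNA of Müller nuclei stays open and cannot be told apart from a change within the other classes.

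Mitochondrial transcripts were lower at week 4, with class medians between -0.72 and -1.83 on the log2 scale. The filter on mitochondrial share is argued against for the 7 classes other than RGCs and microglia, in which the medians were lower with no filter than with it and the highest with no filter was -1.30. In RGCs the median was 0.163 with no filter and -0.73 with it, and in microglia -0.444 and -0.93. With only nuclei above a mitochondrial share of 5% removed, it was -0.758 in RGCs and -0.452 in microglia. In these 2 classes a filter on mitochondrial share may account for the change, or part of it, and cannot be told apart from other causes. Batch and a biological cause stay open.

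In the AAV-injected retinas of week 4, the microglia sub-cluster that held most vehicle microglia was nearly absent, with 4 and 0 nuclei, or 0.00413% of nuclei on average. Among nuclei named as microglia, arrival of other cells beside unchanged resident microglia is argued against by this share, since it was 0.190% and 0.185% in the vehicle retinas. The unnamed mixed cluster led by CALCR was not sub-clustered. It held 1356 and 1014 nuclei in animals 7248 and 7249 and 45 and 50 in the vehicle retinas, so vehicle-type microglia within it are not excluded. Of the microglia markers outside the interferon list, 4 differed more than 2-fold between the sub-clusters. CX3CR1, P2RY12 and ITGAM were higher in the vehicle-type one by 2.02, 1.54 and 1.82 on the log2 scale, and CD68 lower, by -1.57. The interferon list was left out of the clustering, which fixes the outcome of that test, so interferon genes setting the sub-clusters through genes outside the list stays open. Microglia changing state, or being replaced by macrophages, are hypotheses that were not separated here. An unnamed immune sub-cluster led by IL12B, IDO1 and LAMP3 held 151 nuclei.

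Over the 6 animals, treatment was also set against the other splits into 3 and 3. The real split called 3409 genes over the 9 classes and the other 9 between 0 and 11. It was thus 1 of 10 with as many, a share that cannot go below 0.1 in this design, so chance cannot be excluded by this count.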
